# DNMT3A and TET1 cooperate to regulate promoter epigenetic landscapes in mouse embryonic stem cells

**DOI:** 10.1186/s13059-018-1464-7

**Published:** 2018-07-12

**Authors:** Tianpeng Gu, Xueqiu Lin, Sean M. Cullen, Min Luo, Mira Jeong, Marcos Estecio, Jianjun Shen, Swanand Hardikar, Deqiang Sun, Jianzhong Su, Danielle Rux, Anna Guzman, Minjung Lee, Lei Stanley Qi, Jia-Jia Chen, Michael Kyba, Yun Huang, Taiping Chen, Wei Li, Margaret A. Goodell

**Keywords:** DNMT3A, TET1, DNA methylation, H3K27me3, PRC2, Embryonic stem cells

## Abstract

**Background:**

DNA methylation is a heritable epigenetic mark, enabling stable but reversible gene repression. In mammalian cells, DNA methyltransferases (DNMTs) are responsible for modifying cytosine to 5-methylcytosine (5mC), which can be further oxidized by the TET dioxygenases to ultimately cause DNA demethylation. However, the genome-wide cooperation and functions of these two families of proteins, especially at large under-methylated regions, called canyons, remain largely unknown.

**Results:**

Here we demonstrate that DNMT3A and TET1 function in a complementary and competitive manner in mouse embryonic stem cells to mediate proper epigenetic landscapes and gene expression. The longer isoform of DNMT3A, DNMT3A1, exhibits significant enrichment at distal promoters and canyon edges, but is excluded from proximal promoters and canyons where TET1 shows prominent binding. Deletion of *Tet1* increases DNMT3A1 binding capacity at and around genes with wild-type TET1 binding. However, deletion of *Dnmt3a* has a minor effect on TET1 binding on chromatin, indicating that TET1 may limit DNA methylation partially by protecting its targets from DNMT3A and establishing boundaries for DNA methylation. Local CpG density may determine their complementary binding patterns and therefore that the methylation landscape is encoded in the DNA sequence. Furthermore, DNMT3A and TET1 impact histone modifications which in turn regulate gene expression. In particular, they regulate Polycomb Repressive Complex 2 (PRC2)-mediated H3K27me3 enrichment to constrain gene expression from bivalent promoters.

**Conclusions:**

We conclude that DNMT3A and TET1 regulate the epigenome and gene expression at specific targets via their functional interplay.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1464-7) contains supplementary material, which is available to authorized users.

## Background

DNA methylation at the 5-position of cytosine (5mC) on CpG dinucleotides is a heritable epigenetic marker in mammals that is critical for development, X-chromosome inactivation, silencing of transposons and repeat elements; aberrant DNA methylation is often implicated in carcinogenesis [1, 2]. DNA methylation is generated by de novo methyltransferases 3A and 3B (DNMT3A and DNMT3B) and maintained by DNMT1. Mouse mutants lacking one or more DNMTs exhibit aberrant development [3, 4]. *Dnmt* triple knockout (TKO) embryonic stem cells (ESCs) progressively lose differentiation potential [5]. While DNA methylation is generally uniformly high throughout the genome (60–80% of CpGs), it is largely excluded from some regions, notably promoters, CpG islands (CGIs) and large under-methylated regions termed canyons (or valleys) [6, 7]. In addition, the pattern is broadly stable across the genome, except at certain regions such as enhancers [8] and canyon edges [6, 9]. The specific contributions of DNMTs to these dynamics and the mechanisms that exclude DNA methylation from certain regions are not well understood.

Ten-eleven translocation (TET) proteins have been identified as dioxygenases that convert 5mC to 5-hydroxymethycytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC) [10–12]. 5mC oxidation coupled with TDG-mediated base excision of 5fC or 5caC constitutes an active demethylation pathway [10]. TET proteins play important roles in ESC self-renewal and transcriptional regulation [13–15]. Both TET1 and TET2 are dispensable for embryonic development while TET3 is essential for oocyte reprogramming [16–18]. The roles of TET enzymes in the establishment and maintenance of the global DNA methylation pattern remain an area of intense research.

The genome-wide DNA methylation landscape changes dynamically during mammalian development [19]. Global waves of DNA demethylation mediated by TETs and re-methylation by DNMTs take place during early embryogenesis and gametogenesis. However, whether and how they function together to regulate DNA methylation, especially at specific genomic regions such as CGIs or canyons, has not yet been deeply investigated.

In the present work, we have taken advantage of mouse embryonic stem cells, where both DNMT3A/3B and TET1 are highly expressed, to elucidate the binding behaviors of DNMT3A and TET1 around transcriptional start sites (TSS) or canyons. We demonstrated that DNMT3A and TET1 impact gene expression via alterations in the histone landscapes surrounding these regions. In particular, they regulate gene expression at poised bivalent genes through affecting Polycomb Repressive Complex 2 (PRC2)-mediated H3K27me3 enrichment.

## Results

### Global DNA methylation in mouse ESCs is predominantly regulated by DNMT3A

To examine the distinct contributions of DNMT3A and DNMT3B to DNA methylation in mouse ESCs, we examined the patterns of DNA methylation after loss of *Dnmt3a* or *Dnmt3b*. DNA methylation landscapes at single-base resolution were generated by whole genome bisulfite sequencing (WGBS) between wild type (WT), *Dnmt3a* KO, and *Dnmt3b* KO J1 ESCs [3] with similar passage numbers. 

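J1 is a line of mouse ESCs. Bisulfite converts unmethylated cytosines and leaves methylated cytosines unconverted, so that the unconverted share of the reads over a CpG gives its methylation ratio. For each of the 3 genotypes 3 libraries were sequenced, and the authors merged the 3 libraries into 1 table of CpGs per genotype. Each value given for a genotype is therefore 1 pooled value without replicate error, and no test across replicates was possible. According to the methods, the authors aligned the paired-end reads to mm9, removed bases added in end repair, clonal reads and overlapping segments of read mates, and counted the unconverted reads and all reads over both strands of each CpG with MOABS. The tables hold these read counts without normalization. They list 13882752 CpGs in WT, 20688369 in *Dnmt3a* KO and 20699170 in *Dnmt3b* KO ESCs, and every listed position is a CpG of the mm9 reference sequence. The WT table used here ends on chromosome 4 at position 140865857, and the rest of chromosome 4, chromosomes 5 to 9, X and Y were not analysed in WT. Comparisons with WT were therefore restricted to the part that all 3 tables share, which is made up of 13 whole chromosomes and part of chromosome 4 and holds 66.7% of the reference CpGs of chromosomes 1–19, X and Y. Methylation levels were taken as means of the methylation ratios of single CpGs with at least 3 reads in every genotype, the minimum that the methods state for differentially methylated cytosines.

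To check the genotypes of the tables, runs of at least 10 consecutive CpGs without any read in 1 genotype were listed, where the other genotypes had a mean depth of at least 50% of their genotype mean. WT had 0 such runs, and each KO had 1. In *Dnmt3a* KO ESCs the run lay on chromosome 12 of mm9 from 3902401 to 3902802, in exons 18 and 19 of *Dnmt3a* (ENSMUSG00000020661.9, chromosome 12 from 3806007 to 3914443). It held 12 CpGs, with a mean depth of 31.4 reads per CpG in WT and 16.8 in *Dnmt3b* KO ESCs. In *Dnmt3b* KO ESCs the run lay on chromosome 2 from 153502553 to 153504282 and reached from exon 17 to exon 20 of *Dnmt3b* (ENSMUSG00000027478.9, chromosome 2 from 153475186 to 153513466). It held 30 CpGs, with a mean depth of 31.5 reads in WT and 26.4 in *Dnmt3a* KO ESCs. When up to 1 read per CpG was allowed, 2 runs were listed in WT, both outside the targeted genes, and a run of 17 CpGs was added in *Dnmt3a* KO ESCs on chromosome 4 from 118905755 to 118905877. When the median depth was used in place of the mean, 3 runs were listed in WT, 8 in *Dnmt3a* KO and 2 in *Dnmt3b* KO ESCs.

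**Figure D1:**
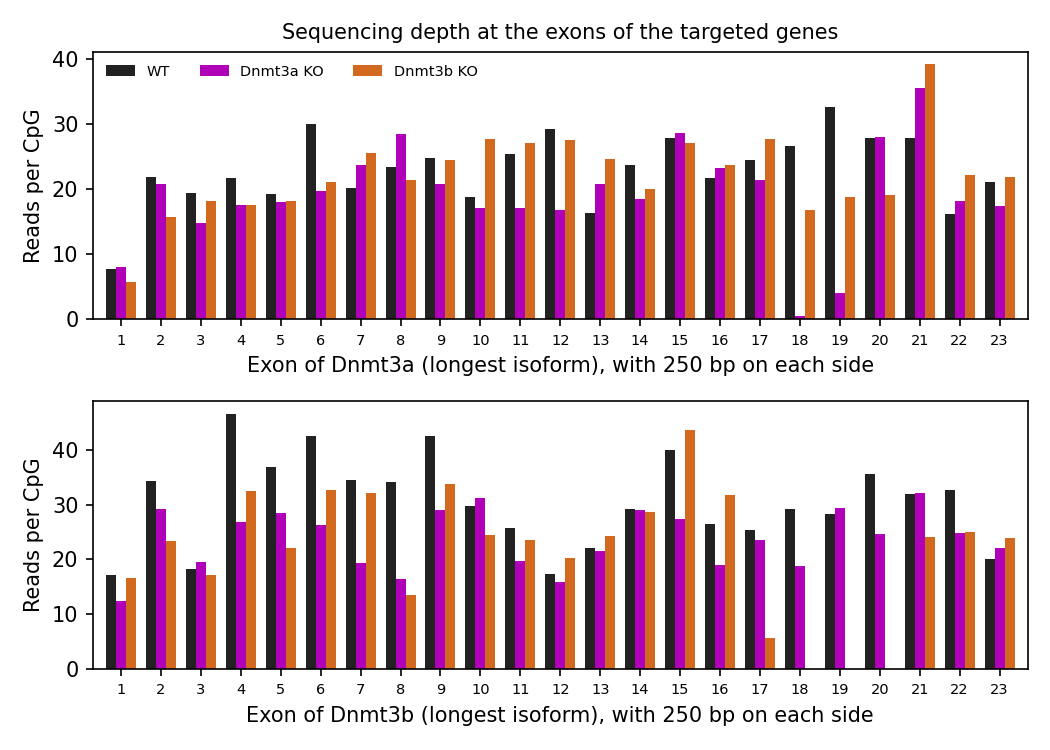
Mean reads per CpG (y axis) at the 23 exons of *Dnmt3a* (top) and *Dnmt3b* (bottom), each exon taken with 250 bp on either side (x axis). Bars are the pooled value of each genotype; the *Dnmt3b* KO bars are at 0 at exons 18, 19 and 20 of *Dnmt3b*, and the *Dnmt3a* KO bar is 0.455 at exon 18 of *Dnmt3a*.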

Over one billion sequencing reads were generated for each cell type, resulting in an average coverage of around 30-fold in each dataset. 

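In the shared part, 97.49% of the reference CpGs had at least 1 read in WT, 97.41% in *Dnmt3a* KO and 97.501% in *Dnmt3b* KO ESCs. The mean depth was 35.0 reads per covered CpG in WT, 32.2 in *Dnmt3a* KO and 31.6 in *Dnmt3b* KO ESCs. The medians were lower, at 22, 20 and 21 reads, because a small number of CpGs carried a large share of the reads. In WT, 3776 CpGs with more than 500 reads held 32.9% of all reads, and in the *Dnmt3a* KO and *Dnmt3b* KO ESCs 3460 and 3583 such CpGs held 33.3% and 28.9%. Over chromosomes 1–19, X and Y, the mean depth was 33.3 reads in *Dnmt3a* KO and 32.3 reads in *Dnmt3b* KO ESCs. At least 10 reads were found at 85.3% of the reference CpGs of the shared part in WT, 83.2% in *Dnmt3a* KO and 85.1% in *Dnmt3b* KO ESCs. Intervals computed from these reads cover counting error only.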

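Over the 13328402 CpGs of the shared part with at least 3 reads in every genotype, mean CpG methylation was 82.4% in WT, 50.3% in *Dnmt3a* KO and 75.5% in *Dnmt3b* KO ESCs. Against WT it fell by 32.1 percentage points without DNMT3A and fell by 6.93 percentage points without DNMT3B. The share of methylated reads, which gives CpGs of high depth more weight, was 87.1% in WT (95% Wilson interval 87.132 to 87.138), 60.8% in *Dnmt3a* KO (60.796 to 60.805) and 81.1% in *Dnmt3b* KO ESCs (81.076 to 81.083), and under this weighting, the alternative that moved the differences most, they were -26.3 and -6.05 percentage points. Among the 10503099 CpGs with at least 10 reads in every genotype, 80.2% were methylated at 80% or more in WT, 16.8% in *Dnmt3a* KO and 65.8% in *Dnmt3b* KO ESCs. CpGs methylated at 20% to under 80% made up 13.9% in WT, 67.4% in *Dnmt3a* KO and 26.7% in *Dnmt3b* KO ESCs.

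Across 1655214 windows of 1 kb, which are not independent replicates, Pearson's r was 0.595 between WT and *Dnmt3a* KO, 0.801 between WT and *Dnmt3b* KO, and 0.647 between *Dnmt3a* KO and *Dnmt3b* KO ESCs. Windows lower than WT by more than 20 percentage points made up 84.7% in *Dnmt3a* KO and 9.33% in *Dnmt3b* KO ESCs. The correlations of both KOs with WT changed most as Spearman correlations, which were 0.431 for *Dnmt3a* KO and 0.530 for *Dnmt3b* KO ESCs. That between the KOs changed most, to 0.8159, when only windows with at least 10 CpGs were kept, an alternative chosen after seeing the data.

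Distal promoters were taken from 500 to 3000 bp upstream of the TSS of 14264 protein-coding genes. Their median methylation was 84.2% in WT, 42.0% in *Dnmt3a* KO and 74.1% in *Dnmt3b* KO ESCs, and 88.2% of them in *Dnmt3a* KO and 4.35% in *Dnmt3b* KO ESCs were lower than in WT by more than 20 percentage points. Canyon edges, the 2 kb on both sides of the 638 canyons found in WT, had a median of 82.9% in WT, 30.8% in *Dnmt3a* KO and 66.4% in *Dnmt3b* KO ESCs. Inside these canyons the medians were 4.70%, 0.892% and 2.48%. Since these canyons were chosen in WT, the edges were also taken around the canyons found in *Dnmt3b* KO ESCs, an alternative chosen after seeing the data, which gave differences from WT of -50.5 percentage points in *Dnmt3a* KO and -12.5 in *Dnmt3b* KO ESCs.

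*Sox2* (ENSMUSG00000074637.3) has a single exon on chromosome 3 of mm9 from 34548927 to 34551383. The under-methylated region over it reached from 34546657 to 34554079 in WT, from 34536008 to 34557006 in *Dnmt3a* KO and from 34544387 to 34556361 in *Dnmt3b* KO ESCs, with lengths of 7.42 kb, 21.0 kb and 12.0 kb. In the 2 kb downstream of the WT region, 35 CpGs had a mean methylation of 47.3% in WT, 2.57% in *Dnmt3a* KO and 7.23% in *Dnmt3b* KO ESCs, at 21.4, 24.5 and 26.5 reads per CpG. The 31 CpGs in the 2 kb upstream of it had a mean of 16.7% in WT, 0.961% in *Dnmt3a* KO and 9.60% in *Dnmt3b* KO ESCs.

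**Figure D2:**
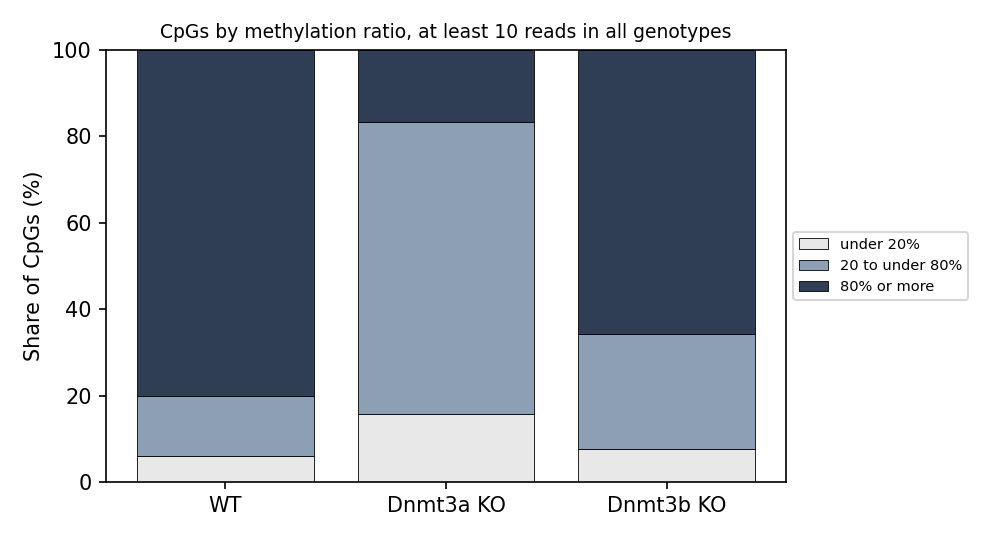
Share of CpGs (y axis, percent) in 3 classes of methylation ratio in each genotype (x axis), over the 10503099 CpGs with at least 10 reads in every genotype. CpGs at 80% or more make up 80.2% in WT and 16.8% in *Dnmt3a* KO ESCs.

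**Figure D3:**
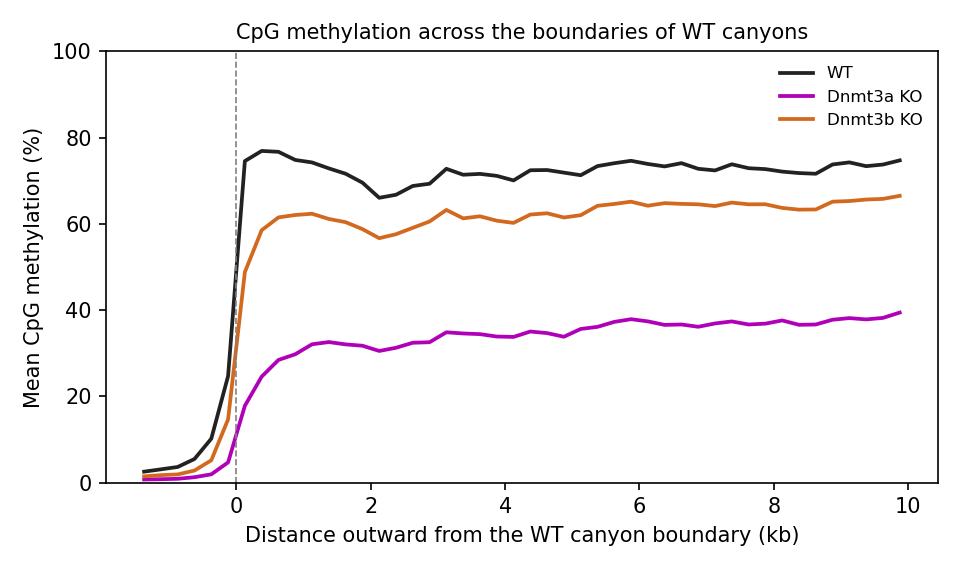
Mean CpG methylation (y axis, percent) by distance from the boundary of the WT canyons (x axis, kb, positive outward) in each genotype, in bins of 250 bp. In the first bin outside the boundary the means are 74.6% in WT, 17.8% in *Dnmt3a* KO and 48.8% in *Dnmt3b* KO ESCs.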

Although both methyltransferases are highly expressed and are known to contribute to maintenance of methylation genome-wide and at repetitive elements [3], loss of *Dnmt3a* had a much more dramatic impact than loss of *Dnmt3b* on DNA methylation genome-wide (Fig. 1a and Additional file 1: Figure S1a), with a significant decrease of CpG methylation level on distal promoters and at canyon [6] edges (Fig. 1b), as exemplified by the *Sox2* locus (Fig. 1c). The *Dnmt3a* KO ESCs also showed more significant reduction of non-CpG methylation (Additional file 1: Figure S1b). 

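A CpG was called differentially methylated when the 95% credible interval of the difference between a KO and WT, from Beta posteriors of the pooled reads with a uniform prior, lay beyond 0.2. At least 4 consecutive covered CpGs called the same way, each within 300 bp of the one before, made a DMR. In *Dnmt3a* KO ESCs, 3435996 of the 13437365 CpGs tested were hypomethylated and 944 were hypermethylated, which gave 141970 hypomethylated and 0 hypermethylated DMRs. In *Dnmt3b* KO ESCs, 288953 of 13473086 CpGs were hypomethylated and 9290 were hypermethylated, which gave 1246 hypomethylated and 3 hypermethylated DMRs. The hypomethylated DMRs had a median length of 238 bp in *Dnmt3a* KO and 87 bp in *Dnmt3b* KO ESCs. The calls compare pooled reads and do not account for variation between replicates.

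In simulated groups that share the levels of WT and have the depths of the KOs, 1237 and 1236 CpGs were called hypermethylated in place of 944 in *Dnmt3a* KO and 9290 in *Dnmt3b* KO ESCs. These groups lack the loss of methylation in the KOs, so that 944 cannot be judged against 1237. The simulated groups gave 0 DMRs. Of the 1246 hypomethylated DMRs in *Dnmt3b* KO ESCs, 886 (71.1%) overlapped one in *Dnmt3a* KO ESCs. DMRs placed at random overlapped in 10.0% on average (range 8.49% to 10.8% over 20 placements), but random placement leaves out that both KOs were compared with the same WT reads. Among the CpGs tested in both KOs, 65.1% of the 287355 hypomethylated in *Dnmt3b* KO ESCs were hypomethylated in *Dnmt3a* KO ESCs too, where 25.7% of all these CpGs were. In the simulated groups, which share the WT reads but hold few hypomethylated CpGs, the overlap was 6.57%. Neither the 25.7% nor the random placement was matched on the WT level or the depth of the CpGs. The share of the overlap that comes from these was not measured. The counts moved most with Fisher's exact test and Benjamini-Hochberg adjustment in *Dnmt3a* KO ESCs, to 459154 hypomethylated DMRs, and with other covered CpGs allowed between the called CpGs of a DMR in *Dnmt3b* KO ESCs, to 6649.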

Compared to WT cells, the majority of differentially methylated regions (DMRs) in either KO cell line were hypomethylated (Additional file 1: Figure S1c), while a very small number of CpGs acquired methylation (Additional file 1: Figure S1d), likely due to aberrant activity of remaining methyltransferases or DNMT1. 

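Under-methylated regions were found in each genotype with a hidden Markov model of 2 states fitted to the read counts of that genotype. Runs of the low state with at least 5 CpGs and a mean methylation under 10% were kept, and those of at least 1 kb and less than 3.5 kb were counted as UMRs. In the shared part there were 6851 UMRs in WT, 15583 in *Dnmt3a* KO and 8150 in *Dnmt3b* KO ESCs, a ratio to WT of 2.27 and 1.19. Over chromosomes 1–19, X and Y there were 23602 in *Dnmt3a* KO and 12364 in *Dnmt3b* KO ESCs, a ratio of 1.91 between the KOs. In *Dnmt3a* KO ESCs, 9948 UMRs overlapped no UMR or canyon of WT, and in *Dnmt3b* KO ESCs 1773 did not. The count in *Dnmt3a* KO ESCs depended on how the states were fitted. With the states fitted to WT used for every genotype, 980 UMRs were found in *Dnmt3a* KO ESCs in the shared part, a ratio to WT of 0.143. Without fitted states, from runs of CpGs with a low mean ratio, 11056 UMRs were found in *Dnmt3a* KO ESCs and 4502 in WT, a ratio of 2.46. In the fit to WT the 2 states had mean ratios of 0.110 and 0.911, whereas in the fit to *Dnmt3a* KO ESCs they had mean ratios of 0.0431 and 0.568.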

Consistent with the general hypomethylation, the number of short under-methylated regions (UMRs; 1 kb ≤ length < 3.5 kb, methylation ≤ 10%) approximately doubled in *Dnmt3a* KO cells (*n* = 22,280) compared to both WT (*n* = 9920) and *Dnmt3b* KO (*n* = 12,303) cells (Fig. 1d). In addition, the number of canyons (UMRs ≥ 3.5 kb) quadrupled in *Dnmt3a* KO cells (*n* = 3907, compared to 807 in WT, Fig. 1e). Together, these data demonstrate a predominant role of DNMT3A over DNMT3B in maintaining the global DNA methylation pattern in mouse ESCs.

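In the shared part, 638 canyons were found in WT, 2672 in *Dnmt3a* KO and 1052 in *Dnmt3b* KO ESCs, which is 4.19 and 1.65 times the number in WT. Over chromosomes 1–19, X and Y there were 3951 canyons in *Dnmt3a* KO and 1561 in *Dnmt3b* KO ESCs. Of the 2672 canyons in *Dnmt3a* KO ESCs, 615 overlapped a canyon of WT, 1152 overlapped only a UMR of WT and 905 overlapped neither. Of the 1052 in *Dnmt3b* KO ESCs, these numbers were 604, 318 and 130. Of the 638 canyons of WT, 618 overlapped a canyon in *Dnmt3a* KO and 606 one in *Dnmt3b* KO ESCs. With runs of CpGs whose mean ratio over 5 CpGs was under 10% in place of the hidden Markov model, the alternative that moved the counts most, there were 66 canyons in WT, 732 in *Dnmt3a* KO and 162 in *Dnmt3b* KO ESCs.

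The 5 longest canyons of WT overlapped *Nkx2-2*, *Otx1*, *Bahcc1*, *Sall3* and *Hes1*. That over *Nkx2-2* lay on chromosome 2 from 147008016 to 147021438 and was 13.4 kb long. The canyon over *Otx1* (chromosome 11, 21892477 to 21905558) was 13.1 kb long, that over *Bahcc1* (chromosome 11, 120091096 to 120102751) 11.7 kb, that over *Sall3* (chromosome 18, 81176152 to 81186511) 10.4 kb and that over *Hes1* (chromosome 16, 30061727 to 30071478) 9.75 kb. Each overlapped 1 region in both KOs. In *Dnmt3a* KO ESCs this region was longer than in WT at *Hes1* (12676 bp), *Bahcc1* (13747 bp), *Sall3* (10777 bp) and *Nkx2-2* (13475 bp) and shorter at *Otx1* (12266 bp). At *Nkx2-2* the length was nearly that of WT (13423 bp). The lengths depend on states fitted in each genotype. Mean methylation over the WT canyon at *Otx1* was lower in *Dnmt3a* KO ESCs (2.63%) than in WT (7.46%), although the region was shorter. The edges of all 5 canyons were lower in both KOs than in WT. At *Nkx2-2*, where the edges were lowest in WT, they had a mean methylation of 37.4% in WT, 12.1% in *Dnmt3a* KO and 32.3% in *Dnmt3b* KO ESCs. At *Hes1*, where the decrease in *Dnmt3a* KO ESCs was largest, they had 75.7%, 16.1% and 49.3%.

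**Figure D4:**
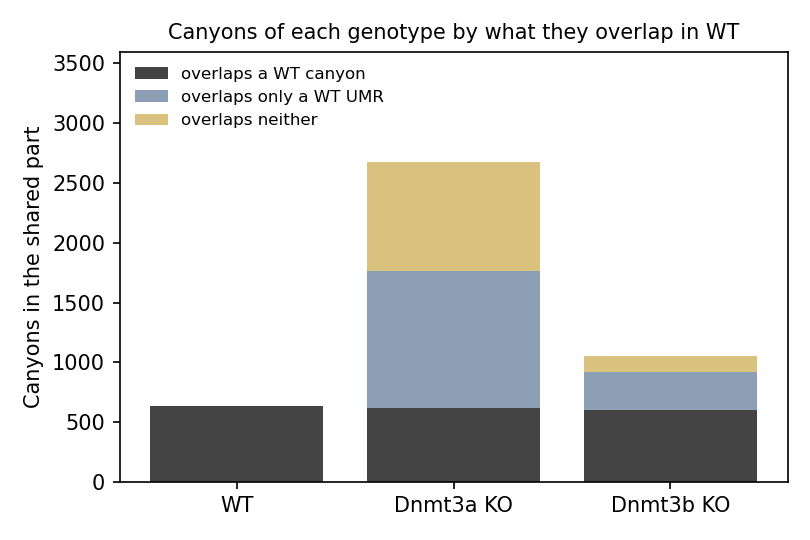
Number of canyons in the shared part (y axis) in each genotype (x axis), divided by what they overlap in WT. In *Dnmt3a* KO ESCs, 615 overlap a WT canyon, 1152 only a WT UMR and 905 neither.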

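Relative to the WT level, mean CpG methylation changed by -39.0% in *Dnmt3a* KO and by -8.42% in *Dnmt3b* KO ESCs. Of the CpGs tested, 25.6% were hypomethylated in *Dnmt3a* KO and 2.14% in *Dnmt3b* KO ESCs. The differences of mean, promoter, exon, CpG island, canyon and canyon edge methylation from WT were below 0 in 70 of 70 values computed under alternative settings. From these data together, which in the paper include the larger loss of methylation in *Dnmt3a* KO ESCs genome-wide, at distal promoters and at canyon edges, the numbers of UMRs and canyons, and non-CpG methylation, which was not analysed here, the paper concludes that DNMT3A has the predominant role over DNMT3B in maintaining DNA methylation in mouse ESCs.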

**Fig. 1:**
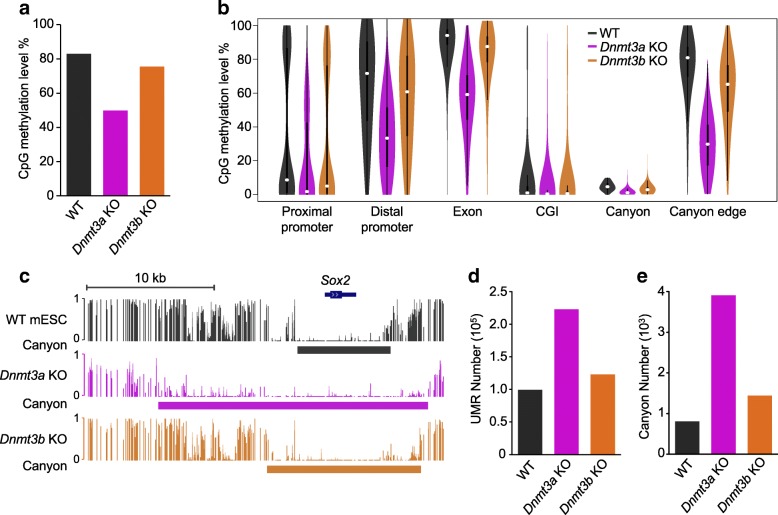
Global DNA methylation in mouse ESCs is predominantly regulated by DNMT3A. **a** Average genome-wide methylated CpG dinucleotides percentages in WT, *Dnmt3a* KO, and *Dnmt3b* KO ESCs. **b** *Violin plots* of CpG methylation levels in WT, *Dnmt3a* KO, and *Dnmt3b* KO ESCs determined by whole genome bisulfite sequencing (WGBS) at the indicated genomic features. **c** UCSC genome browser track depicting DNA methylation at the *Sox2* locus in WT, *Dnmt3a* KO, and *Dnmt3b* KO ESCs. Methylation ratios from 0 to 1 for individual CpG sites are shown. The identified DNA methylation canyon in each line is indicated by a *solid colored bar*. **d**, **e** The number of UMRs (**d**) and canyons (**e**) in the indicated lines of ESCs

### DNMT3A1 is enriched at distal promoter and canyon edges

We next sought to understand the relationship between the DNA methylation pattern and DNMT binding. At least two *Dnmt3a* and six *Dnmt3b* isoforms have been identified [20], among them *Dnmt3a2* and *Dnmt3b1* are catalytically active and strongly expressed in mouse ESCs. Previous work demonstrated DNMT3B1 preferentially binds within gene bodies of actively transcribed genes; both DNMT3A2 and DNMT3B1 are excluded from active promoters and enhancers [21]. The two isoforms of *Dnmt3a* originate from different promoters and differ by 219 N-terminal amino acids; both retain the catalytically active C-terminus [22]. Although DNMT3A2 predominates in ESCs, the longer isoform DNMT3A1 is still expressed (Fig. 2a). Thus, we explored the occupancy of DNMT3A1 on chromatin, trying to compare and reveal any binding difference between these two isoforms.

**Fig. 2:**
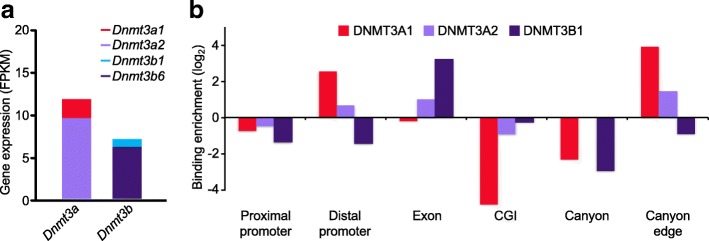
DNMT3A1 is enriched at distal promoter and canyon edges. **a** Expression levels (FPKM) determined by RNA-seq of major active isoforms of *Dnmt3a*: *Dnmt3a1* (NM_001271753, NM_007872), *Dnmt3a2* (NM_153743), and *Dnmt3b*: *Dnmt3b1* (NM_001003961), *Dnmt3b6* (NM_001003963) in WT J1 ESCs. **b** Relative binding enrichment between DNMTs (DNMT3A1, DNMT3A, and DNMT3B1) at different genomic features, compared to their average genomic distribution. The canyon edge corresponds to 2-kb flanking regions around canyons. DNMT3A2 and DNMT3B1 data are from [21]

To examine the binding activity of DNMT3A1, we developed a Bio-*Dnmt3a1* ES cell line in a WT background that allows for doxycycline-inducible in vivo biotinylation of DNMT3A1. The generated cell line expresses an N-terminal Avi-tagged DNMT3A1 under control of a TetO promoter [23]. An IRES-biotin ligase (BirA) sequence included in the vector allows for biotin tagging at the N-terminus of DNMT3A1. After confirming induction of the biotinylated-DNMT3A1 protein (Additional file 1: Figure S2a), genome-wide binding maps of DNMT3A1 were generated by biotin-based chromatin immunoprecipitation (ChIP) followed by high-throughput sequencing. DNMT3A1, and to a lesser extent DNMT3A2, is preferentially enriched in distal promoter regions (500–3000 bp upstream of TSSs), differing from the specific genic enrichment within exon/gene bodies, as observed for DNMT3B1 (Fig. 2b and Additional file 1: Figure S2b). Strikingly, DNMT3A1 and DNMT3A2 are most enriched at canyons edges (2 kb flanking both sides of a canyon, Fig. 2b and Additional file 1: Figure S2c). DNMT3A2 also binds in gene bodies. All DNMTs, with DNMT3A1 to the largest extent, are excluded from regions known to have low methylation, such as proximal promoters (TSS ± 500 bp), CGIs, and canyons themselves (Fig. 2b). It has been reported that both DNMT3A2 and DNMT3B1 prefer methylated CpG-rich regions, with a drop off at CGIs [21]. DNMT3A1 exhibits a trend very similar with DNMT3A2 and DNMT3B1. However, there is more DNMT3A2 and DNMT3B1 binding at regions with higher CpG density where DNMT3A1 appears to drop off sharply (Additional file 1: Figure S2d). Our data suggested that DNMT3A1 has unique properties in genome binding and may have special functions in regulating DNA methylation and gene expression. These clear distinctions led us to focus on the potential roles of DNMT3A1 at distal promoters and canyons.

### DNMT3A1 and TET1 have complementary binding patterns

We had previously shown in mouse hematopoietic stem cells (HSCs) that 5hmC accumulates at the edges of canyons; we proposed that the TET family of proteins (TET1/2/3), which catalyze conversion of 5mC to 5hmC, may be localized to these sites [6]. To test this hypothesis, we examined the binding relationship between DNMT3A1 and TET1, the TET family member most highly expressed in mouse ESCs. To determine the binding pattern of TET1 genome-wide, CRISPR/Cas9-facilitated homology directed repair (HDR) was utilized to develop an ESC line that contains a C-terminal 3 × FLAG tag on both alleles (*Tet1*-FLAG ESCs, Additional file 1: Figure S3a). Similar 5mC and 5hmC levels were observed by dot blot with genomic DNA from WT and *Tet1*-FLAG ESCs, indicating proper enzymatic activity of TET1-FLAG protein (Additional file 1: Figure S3b–e). We also performed ChIP-seq with *Tet1*-FLAG ESCs using anti-FLAG M2 and an anti-TET1 antibody [24]. A strong correlation between the two datasets suggested that the C-terminal tag did not interfere with the genome localization of TET1 and suggested we could accurately measure TET1 protein distribution on chromatin (Additional file 1: Figure S4a).

The binding pattern of TET1 was highly complementary to DNMT3A1 at specific genomic regions, particularly canyons and TSSs. TET1 binds throughout canyons, while DNMT3A1, excluded from binding within the canyon itself, exhibits peak binding at the canyon edges (Fig. 3a and Additional file 1: Figure S4b). As exemplified at the *Foxo1* locus, TET1 is seen binding in the canyon from edge-to-edge, whereas DNMT3A1 accumulates at the edges and outside the canyon (Fig. 3b). In addition, at TSSs, where TET1 is known to accumulate [14, 15, 24], this opposing binding pattern was similarly observed (Fig. 3c and Additional file 1: Figure S4c). Broadly, these observations are consistent with a reciprocal relationship of these proteins in their ability to interact with DNA containing different levels of CpG density. Specifically, as CpG density increases > 1.5 CpG per 100 bp, TET1 binding dramatically increases, while DNMT3A1 binding diverges in the opposite direction (Fig. 3d), suggesting that CpG density might influence the complementary genomic occupancy of DNMT3A1 and TET1. Indeed, previous studies reported that the genomic binding of TET1 is positively correlated with CpG density [15].

**Fig. 3:**
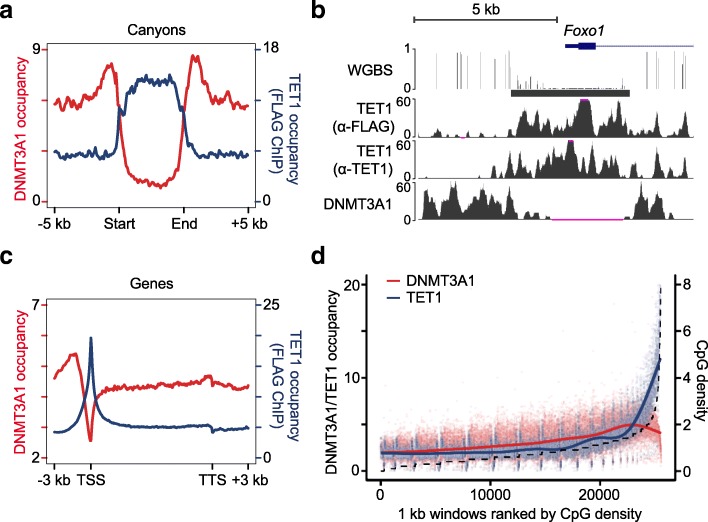
DNMT3A1 binding is complementary to TET1. **a** Average binding occupancy of DNMT3A1 and TET1 (anti-FLAG ChIP-seq) across all canyons, normalized to same length (Start-End), and 5-kb flanking regions. **b** UCSC genome browser track depicts DNA methylation, TET1 (anti-FLAG and anti-TET ChIP), and DNMT3A1 binding profiles around *Foxo1* gene promoter in *Tet1*-FLAG ESCs. **c** Average binding occupancy of DNMT3A1 and TET1 (anti-FLAG ChIP-seq) across all gene bodies and 3-kb flanking regions. **d** DNMT3A1 and TET1 binding enrichment in 1-kb genomic windows ranked by CpG density, which was displayed as a dashed line. The point where DNMT3A and TET1 lines cross on right *y-axis* represents roughly 1.5 CpG per 100 bp

### DNMT3A and TET1 binding correlate with histone marks and overall gene expression

To further understand the impact of DNMT3A and TET1 on the other protein’s binding capacity, we looked more closely at different TSS regions and their relationships with the DNMT3B and the DNMT3A isoforms in WT ESCs. First, we clustered all of the TSSs in the mouse genome into five groups based on the binding signals of DNMT3A1, 3A2, and 3B1 (Fig. 4a, b). We focused on Groups 1–3 (G1, G2, and G3) because they exhibited relatively higher occupancy of DNMTs and/or TET1 (Fig. 4a–c). DNMT3A1 specifically binds around the TSSs of G1 genes. In contrast, DNMT3B1 is preferentially enriched in the gene bodies of G2 genes. DNMT3A2 co-binds with DNMT3A1 at G1 genes and together with DNMT3B1 at G2 genes (Fig. 4a, b). Therefore, DNMT3A2 may compensate for the function of DNMT3B1 in *Dnmt3b* KO cells; however, DNMT3A function cannot be fully compensated by DNMT3B1 in *Dnmt3a* (both *Dnmt3a1* and *Dnmt3a2*) KO cells, resulting in significant loss of DNA methylation (Fig. 1). Surprisingly, we also found DNMT3A, especially DNMT3A2, binds within the TSSs of G3 genes (Fig. 4a). These results confirmed that DNMT3A and DNMT3B have distinct binding properties and further distinguished the isoform-specific binding patterns of DNMT3A1 and DNMT3A2.

**Fig. 4:**
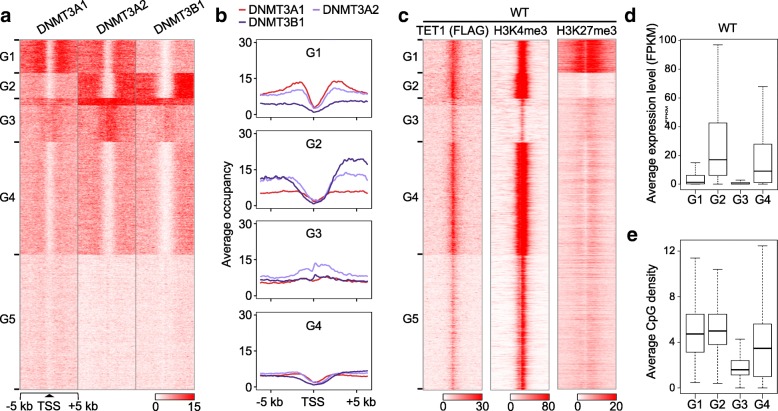
DNMT3A and TET1 binding correlate with histone marks and overall gene expression. **a** *Heatmaps* showing DNMT3A1, DNMT3A2, and DNMT3B1 binding around all TSSs in mouse genome which were clustered into five groups (G1–G5) based on their different binding properties in WT ESCs. **b** Quantification of (a): Average occupancy of DNMT3A1, DNMT3A2, and DNMT3B1 at genes from G1–G4. **c** *Heatmaps* showing TET1 and histone marks (H3K4me3 and H3K27me3) enrichment in WT ESCs around all TSSs, listed in the same order as Fig. 4a. **d** *Boxplots* of gene expression (FPKM) from G1–G4 in WT ESCs. **e** *Boxplot* of CpG density (normalized to 100 bp) around gene promoters (− 1 kb ~ + 0.5 kb) in G1–G4

In order to understand how DNMT3A and TET1 influence other epigenetic markers, we examined the histone landscape and gene expression levels in WT cells for each group (Fig. 4c, d). Importantly, we discovered that G1 genes possess high levels of both H3K4me3 and H3K27me3, so called bivalent genes [25], suggesting that DNMT3A1 and TET1 may bind and function together to regulate the expression of bivalent genes in ESCs. These data are also consistent with recent findings that DNMT3A1 shows significant enrichment around bivalent genes [26]. G2 genes exhibit high levels of H3K4me3 and TET1, low levels of H3K27me3 at TSSs and high DNMT3B1 binding in flanking regions; accordingly, they are the most highly expressed gene group in mouse ESCs (Fig. 4c, d). In contrast, G3 genes carry the lowest level of H3K4me3 and TET1, while at the same time their TSSs are bound by DNMT3A and are heavily methylated (Additional file 1: Figure S5), probably because of lower CpG density at these TSSs [27] (Fig. 4e). Correspondingly, they have the lowest overall expression (Fig. 4d). While the converse of the majority of TSSs, which typically exhibit high TET1 binding, the reciprocal binding pattern of DNMT3A and TET1 is still observed in G3. Thus, the binding pattern of DNMT3A and TET1 correlates very well with histone landscapes and gene expression in WT ESCs.

### TET1 protects from DNMT3A1 binding to limit DNA methylation

The notable exclusion of DNMT3A1 binding to TET1-occupied genomic regions strongly suggests a functional relationship between TET1 and DNMT3A binding to DNA. Previous studies have shown that depletion of TET1 via RNA interference (RNAi) can lead to a slight global increase in the level of 5mC, as well as localized increase in 5mC at TSSs and the genomic regions flanking their proximal promoters [15, 28]. To determine the degree to which loss of TET1 permits unabrogated access of DNMT3A1, we generated Bio-*Dnmt3a1* - *Tet1* KO ES cell lines by utilizing CRISPR/Cas9 and a single guide RNA (sgRNA) previously described [29]. After confirming lack of TET1 protein and induced expression of Bio-DNMT3A1 (Additional file 1: Figure S6a, b), global changes of both 5mC and 5hmC were determined in the established cell lines. Dot blot analysis verified increased global 5mC and decreased 5hmC (Additional file 1: Figure S6c, d) in *Tet1* KO ESCs.

We next determined the distribution of DNMT3A1 in the absence of TET1 by biotin-based ChIP-seq. DNMT3A1 binding capacity increased dramatically around the TET1 binding peaks identified in WT cells (TSS associated), both in overall occupancy (peak height) and by invading into flanking regions (peak width, Fig. 5a). The increased and expanded binding by DNMT3A1 strikingly mirrors the sites of augmented DNA methylation observed in *Tet1/2/3* Triple KO (*Tet*-TKO) ESCs [30] (Fig. 5b). We further examined all TSS regions, comparing DNMT3A1 binding in WT and *Tet1* KO ESCs, ranking them by the magnitude of change in DNMT3A1 occupancy after *Tet1* KO. The regions with the greatest change were also those with highest TET1 binding in WT ESCs (Additional file 1: Figure S7a). DNMT3A1 binding is also anticorrelated with the extent of H3K4me3 levels (Fig. 4a, c). However, loss of TET1 has little effect on H3K4me3 level at TSSs (Additional file 1: Figure S7b, c), making it unlikely that H3K4me3 could impact DNMT3A binding in *Tet1* KO ESCs. Collectively, the presence of TET1 constrains DNMT3A1 binding in CpG-rich environments, such as proximal promoter regions, inhibiting DNA methylation.

**Fig. 5:**
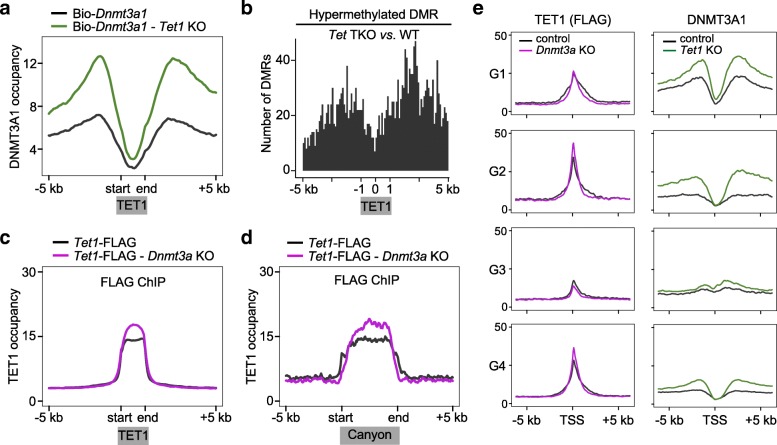
DNMT3A and TET1 impact each other’s binding on chromatin. **a** The average occupancy of DNMT3A1 in Bio-*Dnmt3a1* and Bio-*Dnmt3a1* - *Tet1* KO ESCs on TSS-associated TET1 peaks and the flanking 5-kb regions. **b** Position of hypermethylated DMRs around TSS-associated TET1 peaks, comparing *Tet1/2/3* TKO (*Tet* TKO) [30] and WT ESCs. The normalized TET1 peaks are positioned with 0 representing the peak centers, and positions ± 1 representing the TET1 peak edges, as indicated by the *gray bar*. **c**, **d** The average occupancy of TET1 (anti-FLAG ChIP-seq) in *Tet1*-FLAG and *Tet1*-FLAG - *Dnmt3a* KO ESCs across all TET1 peaks (**c**) and canyons (**d**). **e** Average occupancy of TET1 in *Tet1*-FLAG and *Tet1*-FLAG - *Dnmt3a* KO ESCs and DNMT3A1 in WT (Bio-*Dnmt3a1*) and *Tet1* KO ESCs at genes from each group

### *Dnmt3a* ablation has a weak but promotor-specific impact on TET1 distribution

The finding that TET1 limits DNMT3A’s access to TSSs and canyons raised the possibility that DNMT3A may reciprocally constrain TET1. To test this possibility, we deleted *Dnmt3a* (both *Dnmt3a1* and *Dnmt3a2*) in *Tet1*-FLAG ESCs (Additional file 1: Figure S7d) using CRISPR/Cas9-facilitated knockout and then performed FLAG ChIP-seq in *Dnmt3a* KO; *Tet1*-FLAG ESCs. Similar to the behavior of DNMT3A1 following *Tet1* deletion, there was increased TET1 occupancy genome-wide within both TET1 peaks and canyons in *Dnmt3a* KO cells, compared with the parental *Tet1*-FLAG ESCs (Fig. 5c, d). However, the magnitude of these changes was modest compared to the experiments described above when *Tet1* was deleted. The slightly increased binding of TET1 was limited largely to peak height, with no significant increase in peak width, indicating there was little expansion of access to TET1 following *Dnmt3a* deletion. The same trend was observed by ChIP-seq with anti-TET1 antibody using the same cells (Additional file 1: Figure S7e, f).

Next, TET1 and DNMT3A1 binding in KO and control cells were displayed based on the same clustering used in Fig. 4 (Additional file 1: Figure S7g and Fig. 5e). Deletion of *Tet1* results in increased binding by DNMT3A1 in all groups, but at a higher level in G1 and G2 genes. On the other hand, deletion of *Dnmt3a* leads to a moderate increase in binding of TET1 at TSSs of genes from G2 and G4, but a more centralized binding at TSSs from G1 genes, where DNMT3A1 specifically binds (Fig. 4a). Although TET1 binding was affected differently within different groups, it generally increased after *Dnmt3a* deletion. Nevertheless, the 5hmC level was lower at genes from all groups, resulting from a significantly reduced level of 5mC (Additional file 1: Figure S5), the substrate for TET proteins to generate 5hmC [12].

It has been reported that TET-mediated DNA demethylation mainly occurs at promoters and enhancers [30]. We examined the binding pattern of TET1 at enhancers and surprisingly found that TET1 occupancy at enhancer regions decreased upon *Dnmt3a* deletion (Additional file 1: Figure S8a), which is distinct from the change at promoters. Furthermore, TET1 abundance is relatively low at enhancers with high levels of H3K27ac and H3K4me, correlating with lower CpG density at these stronger enhancers (Additional file 1: Figure S8b).

Together, these data demonstrate the clear reciprocal nature of DNMT3A1 and TET1 binding. While TET1 binding is altered after loss of DNMT3A, it does not extend outside of the canyon boundaries substantially. This suggests TET1 may be restrained within regions of the highest CpG density, thereby allowing it to act as an anchor, impeding access of DNMT3A to limit DNA methylation.

### DNMT3A and TET1 dynamically regulate gene expression

As discussed above, the patterns of histone marks and overall gene expression differ according to DNMT3A and TET1 binding in WT cells. To further elucidate the impact of these proteins on gene expression, we regenerated *Dnmt3a* KO, *Tet1* KO, and *Dnmt3a-Tet1* Double KO (DKO) cells from WT J1 ESCs and assessed changes of expression by RNA-sequencing (RNA-seq).

We identified 3007 genes as differentially expressed between WT, *Dnmt3a* KO, *Tet1* KO, and DKO cells. Seven clusters of genes were classified (C1–C7) based on their expression changes compared to WT. Generally, these differentially expressed genes (DEGs) were either specific to *Dnmt3a* deletion (C3, C4, and C7) or *Tet1* deletion (C2 and C6), or changed commonly by both, mostly in the same directions (C1 and C5, Fig. 6a). It was surprising that so few genes were changed in opposing directions in response to *Dnmt3a* KO or *Tet1* KO, considering the opposing enzyme activities (methylation and demethylation) of the two proteins. Compared with WT, many genes (C4, C5, and C7, 39% of all DEGs) were downregulated in *Dnmt3a* KO cells, suggesting the correlation between DNA methylation and gene repression is low. Enrichment analysis (Gene Ontology) showed that genes from Hippo and TGF-beta signaling pathway were over-represented in C1, while PI3K-Akt signaling pathway genes were enriched in C2 (Additional file 1: Figure S9a). Interestingly, for genes from C1 and C5, the expression change caused by *Dnmt3a* KO and *Tet1* KO was additive, resulting in the greatest bigger change in DKO cells (Fig. 6a). The expression changes of representatives from these pathways was further confirmed by quantitative reverse transcription polymerase chain reaction (RT-qPCR) (Additional file 1: Figure S9b). These data suggest that gene expression in mouse ESCs is dynamically regulated by DNMT3A or/and TET1, and support the concept that DNMT3A and TET proteins can cooperate at specific loci to regulate gene expression [31].

**Fig. 6:**
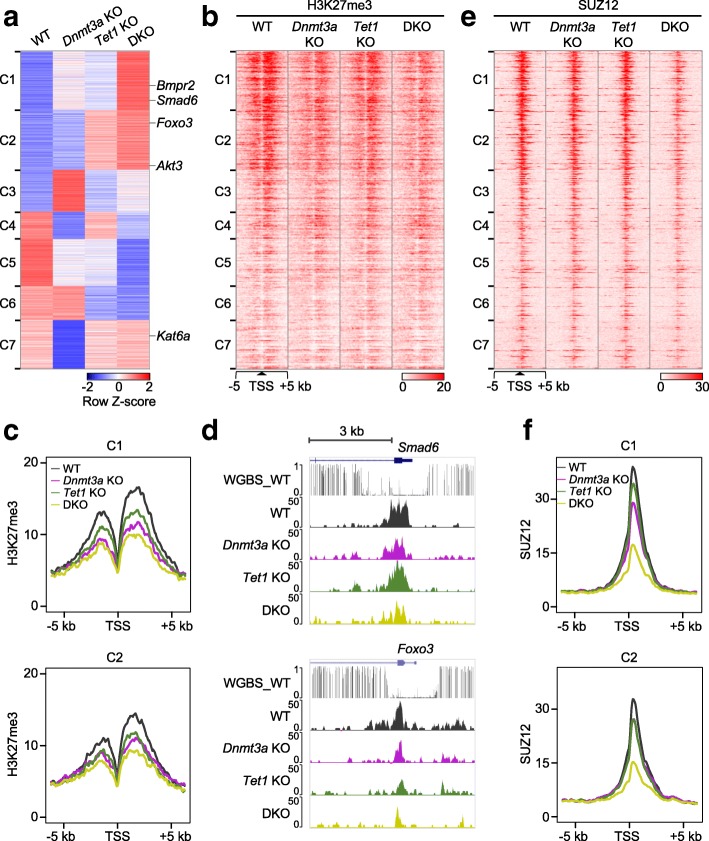
DNMT3A and TET1 regulate bivalent gene expression via PRC2-mediated H3K27me3. **a** Hierarchical clustering analysis of differentially expressed genes in WT, *Dnmt3a* KO, *Tet1* KO, and *Dnmt3a*-*Tet1* DKO ESCs. Genes *Smad6* and *Bmpr2* belong to Hippo / TGF-beta signaling (over-represented in C1) while *Foxo3* and *Akt3* in PI3K-Akt signaling pathway (over-represented in C2). Their expression difference between cell lines was confirmed by RT-qPCR (shown in Additional file 1: Figure S9b). **b** *Heatmap* representations of H3K27me3 enrichment on the flanking 5 kb surrounding the specific TSSs in each cluster in WT, *Dnmt3a* KO, *Tet1* KO, and DKO ESCs. All TSSs are listed in the same order as Fig. 6a. **c** Average density profiles for H3K27me3 marks at genes from C1 (*top*) and C2 (*bottom*) clusters in indicated cells. **d** UCSC genome browser tracks depicting DNA methylation (WGBS) in WT ESCs and H3K27me3 in WT, *Dnmt3a* KO, *Tet1* KO, and DKO ESCs at *Smad6* (*top*) and *Foxo3* gene (*bottom*). **e** Heatmap representations of SUZ12 occupancy on the flanking 5 kb surrounding the TSSs in cluster C1–C7 in WT, *Dnmt3a* KO, *Tet1* KO and DKO ESCs. **f** Average density profiles for SUZ12 occupancy at genes from C1 (*top*) and C2 (*bottom*) clusters in indicated cells

### DNMT3A and TET1 constrain expression of bivalent genes, likely via PRC2-mediated H3K27me3

Next we analyzed the histone marks (H3K4me3 and H3K27me3) in the various KO cell lines at differentially expressed genes (Fig. 6b and Additional file 1: Figure S10a) and compared them with those of WT cells (Additional file 1: Figure S10b). Remarkably, we found for each cluster of genes, that gene expression changes could be explained by histone modification changes. For example, C3 genes were upregulated in *Dnmt3a* KO cells in concert with increased H3K4me3. Concomitantly, C7 genes were downregulated along with decreased H3K4me3. C5 genes were downregulated in all KO cells, accompanied by increased H3K27me3 and decreased H3K4me3 (Additional file 1: Figure S10b). We focused on C1 and C2 because many genes in the two clusters carry both H3K4me3 and H3K27me3 (Additional file 1: Figure S10a and Fig. 6b). As discussed above, genes in C1 and C2 are DNMT3A- (especially DNMT3A1) and TET1-specific/enriched bivalent genes (Fig. 4 and Additional file 1: Figure S10c). Loss of DNMT3A and/or TET1 at C1 genes led to increased gene expression. This upregulation in gene expression was associated with diminished H3K27me3 levels, to a greater extent in *Dnmt3a* KO and DKO cells (Fig. 6a–c and Additional file 1: Figure S10b), as exemplified by the *Smad6* gene (Fig. 6d, Additional file 1: Figure S9b and S10d). Despite similar overall changes to histone marks seen at C1 genes, particularly with respect to H3K27me3, expression levels of C2 genes were largely unaffected by *Dnmt3a* deletion (Fig. 6a–c); this is exemplified by the *Foxo3* gene (Fig. 6d, Additional file 1: Figure S9b and S10d).

Because the interplay between DNMT3A and TET1 appeared focused on genes with bivalent histone marks, we examined the impact of DNMT3A and/or TET1 deficiency on the PRC2, which is responsible for establishing the H3K27me3 marks. We checked the expression of *Ezh2* and *Suz12*, two core components of PRC2 complex, and binding activity of SUZ12, comparing *Dnmt3a* KO, *Tet1* KO, and DKO with control cells. No change in expression of these core components was detected in KO cells (Additional file 1: Figure S10e); however, enrichment of SUZ12 at both C1 and C2 genes was reduced, to the greatest extent in DKO cells (Fig. 6e, f and Additional file 1: Figure S10f), which was coincident with the greatest degree of H3K27me3 reduction. These results suggest that DNMT3A and TET1 binding at and around specific TSSs functions to mediate binding, and thus overall activity, of the PRC2 complex, ultimately regulating gene expression from bivalent promoters.

To further verify our findings that DNMT3A and TET1 synergistically regulate H3K27me3 deposition at bivalent promoters, we performed a normalized histone ChIP-seq by adding spike-in chromatin and antibody in the reactions [32]. Similar results were obtained from the spike-in ChIP-seq: H3K27me3 decreased at DEG clusters C1 and C2 in KO cells, especially DKO cells, while H3K4me3 became lower at C7 genes in *Dnmt3a* KO cells (Additional file 1: Figure S11a, b). These results were confirmed by ChIP-qPCR normalized to a positive control in spike-in chromatin (Additional file 1: Figure S11c, d).

### DNMT3A and TET1 regulated H3K27me3 enrichment may be partially DNA methylation-independent

It has been shown that the H3K27me3 mark is lower genome-wide or more broadly distributed in a background with DNA hypomethylation [33, 34]. To examine this here, we performed DNA methylation analysis at single-base resolution in *Dnmt3a* KO, *Tet1* KO, DKO, and WT cells by WGBS. Similar levels of DNA methylation were observed between WT and *Tet1* KO cells and between *Dnmt3a* KO and DKO cells at different genomic features and DEG clusters (Fig. 7a, b). However, *Tet1* KO and DKO cells possessed lower H3K27me3 enrichment (at least at C1 and C2) compared to WT and *Dnmt3a* KO, respectively (Fig. 6b and Additional file 1: Figure S10b). These data suggest that methylation-independent mechanisms may also be involved in the synergistic regulation of H3K27me3 by DNMT3A and TET1.

**Fig. 7:**
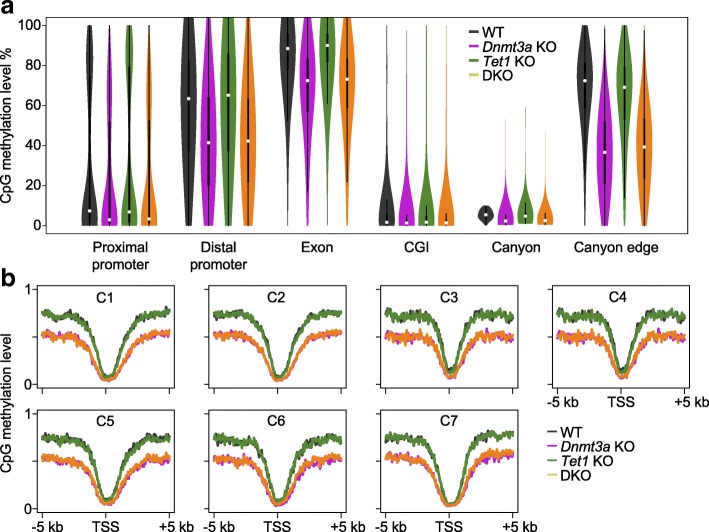
Analyses of DNA methylation in *Dnmt3a* KO, *Tet1* KO, and DKO ESCs. **a** *Violin plots* of CpG methylation levels in WT, *Dnmt3a* KO, *Tet1* KO, and DKO ESCs determined by WGBS at the indicated genomic features. **b** Average CpG methylation profiles at the flanking 5-kb regions of gene TSSs from clusters C1–C7 (listed in the same order as Fig. 6a) in WT, *Dnmt3a* KO, *Tet1* KO, and DKO ESCs

Taken together, in this work we showed DNMT3A and TET1 regulate gene expression not only through controlling DNA methylation but also via regulating the histone landscapes at the promoters they bind. These data help resolve the conundrum of the commonly observed lack of correlation between changes in DNA methylation and changes in gene expression by demonstrating that the influence of DNA methylation is mediated proximally via histone mark changes and thus is dependent both on the initial methylation state and the broader epigenetic context.

## Discussion

The maintenance and dynamic regulation of DNA methylation in stem cells and during normal development remains the subject of much debate and research. Here we have demonstrated that DNA methyltransferase DNMT3A and dioxygenase TET1 synergistically regulate gene expression and epigenetic landscapes in mouse ESCs, via their complementary binding profiles and functional interplay.

This study first posits that DNMT3A, as opposed to DNMT3B, is the predominant de novo methyltransferase in establishing and maintaining DNA methylation patterns in mouse ESCs (Fig. 1), similar to its key role in HSCs [9]. Analysis of chromatin binding of DNMTs showed that DNMT3A1 and 3B1 have distinct binding targets, while DNMT3A2 shares binding regions with both 3A1 and 3B1. The different binding patterns of DNMT3A isoforms may result from the presence of 219 amino acids at the N-terminus of the longer DNMT3A1 isoform. While DNMT3A and 3B share high homology, and DNMT3B has several splicing isoforms, this N-terminal region is unique to DNMT3A1. The distinct binding pattern also suggests distinct functions in ESC maintenance and differentiation that will be worthy of future investigation. It will also be interesting to determine the presence and role of these isoforms in other tissues, such as the hematopoietic system and skin [35], in which DNMT3A has been shown to have a key functional role.

In addition, our data demonstrate that DNMT3A1 and TET1 have complementary binding patterns at key genomic regions (Fig. 3). Deletion of *Tet1* resulted in increased protein accessibility for DNMT3A1 but deletion of *Dnmt3a* had a modest but varied effect on TET1 binding, suggesting TET1 could serve as an anchor protein to establish boundaries for DNMT3A binding in order to limit DNA methylation (Fig. 5). Even though DNMT3A binding is extended after TET1 loss, it never fully occupies the core regions of promoters with high CpG density where TET1 originally binds. We suspect this is due to the continued presence of other factors, such as transcription factors and histone modifications, which contribute to excluding DNMT3A from occupying those high CpG-dense regions. In contrast, at the centers of TSSs that exhibit lower CpG density, where TET1 and H3K4me3 are absent, DNMT3A does bind. These findings suggest that local CpG density may be a key determinant of the complementary binding patterns between DNMT3A and TET1 (in addition to other factors) and therefore that the epigenetic landscape is encoded in the DNA sequence.

Regarding DNMT and TET interactions, we had previously reported that DNMT3A and TET2 compete and cooperate to regulate HSC functions [31]. Furthermore, during mouse early embryogenesis, the dynamic DNA methylation mediated by TETs and DNMT3s is crucial to regulation of the *Lefty-Nodal* signaling pathway in body plan formation [36]. Here we bring together these observations by demonstrating that not only DNMT3A (especially DNMT3A1) but also TET1, impacts histone modifications, ultimately influencing gene expression (Fig. 6). As discussed above, they may function together to poise the expression of bivalent genes largely via PRC2-mediated H3K27me3 modification, which is critical for the repression of developmental genes. This concept is also consistent with the reports that loss of DNMT3A and DNMT3B regulates H3K27me3 but has no impact on H3K4me3 [37] and that TET1 is required for chromatin binding of EZH2 in mouse ESCs [15]. This phenomenon may occur during ES cell differentiation: TET1 is gradually lost while DNMT3A is dynamically regulated, affecting H3K27me3 and leading to expression of developmental genes. Further investigation is needed to uncover the precise mechanism by which DNMT3A and TET1 influence PRC2 complex activity.

One possibility is a direct protein–protein interaction between DNMT3A/TET1 and PRC components as discussed above. Alternatively, DNMT3A/TET1 may facilitate polycomb enrichment indirectly, through affecting chromatin accessibility. For example, loss of DNMT3A1 could enable local chromatin changes which even modestly permit more transcription factors binding, adjacent to bivalent promoters. Then, such transcription factors would result in reduced polycomb. It will be important to ultimately understand these specific interactions in future studies.

Recently, some of these findings were corroborated using a similar in vivo biotinylation system in murine ES cells [26]. DNMT3A1 was shown to preferentially binds to the edges of H3K27me3-rich bivalent CpG islands, as we see also with canyons. These ESC data are consistent with a model in which DNMT3A1 is mediating turnover of DNA methylation at CpG island shores in the presence of TET1, indicating a dynamic relationship between the two antagonizing proteins.

While the work here is focused on ESCs, these findings may have relevance for the role of DNMT3A and TET2 in hematologic malignancies. Counterintuitively, they have been found co-mutated in some acute myeloid leukemias and T cell lymphoma subtypes [38]. This suggests an oncogenic cooperation between DNMT and TET deficiency that may involve deregulation of DNA methylation and histone modification, specifically at some key loci. Our work could provide additional valuable insights into many of the remaining questions surrounding the role of DNMT and TET proteins in maintaining epigenetic landscapes and gene regulation in a variety of cell types and malignancies.

## Conclusions

Using genetically engineered mouse ESCs as a model, here we reveal the synergistic regulation of epigenetic landscapes by DNMT3A and TET1. We found DNMT3A, especially the longer isoform DNMT3A1, exhibits enrichment at distal promoters and canyon edges, but is excluded from TSSs and canyons where TET1 binds. Knockout experiments suggested that TET1 may play a critical role in defining methylation boundaries by protecting the proximal promoters and canyons from DNMT3A. We demonstrate that DNMT3A and TET1 impact histone modifications which in turn regulate gene expression dynamically. With their binding interplay, they synergistically constrain gene expression from bivalent promoters by regulating PRC2-mediated H3K27me3 enrichment.

## Methods

### Cell lines and cell culture

Mouse ESCs were cultured on 0.1% gelatin-coated dishes in DMEM (Gibco, 11,965–092) supplemented with 15% fetal bovine serum (Foundation, 900–108), 1 × non-essential amino acids (Gibco, 11,140–050), 1 × GlutaMAX (Gibco, 35,050–061), 1 μM 2-Mercaptoethanol (Sigma, M7522), 1 × sodium pyruvate (Sigma, S8636), 1 × Penicillin/Streptomycin (Gibco, 15,140–122), and 1000 U/mL LIF (Millipore, ESG1106).

Bio-*Dnmt3a1* ESCs were obtained by cloning *Dnmt3a1* cDNA (BC007466; Open Biosystems) into pENTR/D-Topo vector (Thermo-Fisher) followed by Gateway recombination into p2Lox and inducible cassette exchange as previously described [23]. The generated cell line expresses an N-terminal Avi-tagged DNMT3A1 under control of a TetO promoter. Biotin tagging was performed in vivo by a ligase BirA encoded from the same vector. CRISPR/Cas9 deletion of *Tet1* in this cell line was achieved using pX330 and the guide RNA for exon 4 of *Tet1* was previously used [29].

To generate *Tet1*-FLAG cells, WT J1 ES cells were transfected with 1.0 μg eSpCas9-*Tet1* [39], 250 ng pRR-puro-*Tet1* [40], and 1.5 μg donor ssDNA (DNA sequence 5′-3′: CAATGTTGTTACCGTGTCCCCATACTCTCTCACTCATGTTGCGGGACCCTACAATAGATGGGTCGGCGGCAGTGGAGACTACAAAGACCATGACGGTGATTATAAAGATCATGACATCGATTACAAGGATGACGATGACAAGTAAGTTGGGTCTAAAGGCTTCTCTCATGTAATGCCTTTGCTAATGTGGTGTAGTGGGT) using Lipofectamine® 3000 reagent and selected by adding puromycin (2 μg/mL) to the ES medium 24 h post transfection. After 48 h of selection, surviving cells were trypsinized and plated at a colony density in normal medium on 10-cm dishes. After one week of culture, individual colonies were picked, expanded, and screened. To further delete *Dnmt3a* in established *Tet1*-FLAG ES cell line, exons 18–19 of *Dnmt3a* (*Dnmt3a1*) were deleted by dual sgRNAs-facilitated CRISPR/Cas9 system. Guide RNAs were cloned into pX459 vector and transfected into *Tet1*-FLAG J1 ES cells with Lipofectamine® 3000 reagent. The transfected cells were selected, cultured, and screened as above.

*Tet1* KO and *Dnmt3a*-*Tet1* DKO J1 ES cells were obtained by deleting exon 4 of *Tet1* alone or together with exons 18–19 of *Dnmt3a (Dnmt3a1)* using dual sgRNAs-facilitated CRISPR/Cas9. All guide RNAs and genotyping primers used in this paper are listed in Additional file 2: Table S1.

### Biotin-streptavidin immunodetection

After a 16 h doxycycline (2 μg/mL) induction, whole-cell extracts were obtained from 5 × 10^6^ Bio-*Dnmt3a1* ES cells by resuspension in CytoBuster Protein Extraction Reagent (Millipore) followed by 15-min incubation at room temperature (RT). Non-induced ESCs served as a negative control. Samples were spun at 20,000 g, 4 °C for 15 min and supernatant was isolated. Immunoprecipitation of biotinylated-DNMT3A1 was performed with M280-streptavidin beads (Thermo Fisher) using whole-cell extract from cultures with or without doxycycline induction. Equal amounts of protein were resuspended in Laemmli buffer and loaded for western blot analysis. The following antibodies were used: anti-DNMT3A (Santa Cruz, sc-20,703), anti-TET1 (provided by Dr. Guoliang Xu, [24]), and anti-β-actin (Santa Cruz, sc-47,778).

### Chromatin immunoprecipitation

Biotin-Streptavidin ChIP was performed as described, with some modifications [41]. After a 16-h doxycycline (2 μg/mL) induction, 5 million cells were fixed for 10 min with 1% formaldehyde, followed by chromatin extraction and sonication to generate 200–500 bp fragments. Ten percent of chromatin was kept as input. Immunoprecipitation was performed overnight at 4 °C using M280-streptavidin (Thermo Fisher) magnetic beads. ChIP washes were performed in the following order: 2% SDS, 1 × high salt buffer (20 mM Tris-HCl pH 8.0, 0.1% SDS, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100), 1 × LiCl buffer (10 mM Tris-HCl pH 8.0, 1% NP40, 1 mM EDTA, 0.25 M LiCl, 1% NaDOC), 1 × TE with 0.2% Triton X-100, and 1 × TE buffer. Cross-linking was reversed with the addition of elution buffer (20 mM Tris-HCl, pH 7.5, 5 mM EDTA, 50 mM NaCl, 1% SDS, 50 μg/mL Proteinase K) to washed beads and incubation at 68 °C with rotation for 3 h. DNA was purified by MinElute PCR purification Kit (Qiagen).

FLAG (Sigma, F1804), TET1 [24], and SUZ12 (Abcam, ab12073) ChIP were performed in a similar procedure with 10 million cells. After incubation of chromatin and Dynabeads Protein A-antibody complex overnight at 4 °C, washes were done in the following order: 1 × low salt buffer (20 mM Tris-HCl pH 8.0, 0.1% SDS, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100), 2 × high salt buffer (same as above), 2 × LiCl buffer (same as above), and 1 × TE buffer. Then cross-linking was reversed at 68 °C and immunoprecipitated DNA was purified by MinElute PCR purification Kit (Qiagen).

H3K4me3 (Millipore, 07–473) and H3K27me3 (Millipore, 07–449; Cell signaling, 9733S) ChIP were performed as previously described [6], with 3 million cells. For ChIP normalization, 50 ng spike-in chromatin (Active Motif, 53,083) and 2 μg spike-in antibody (Active Motif, 61,686) were added in each reaction before overnight incubation.

### ChIP-seq library preparation and high-throughput sequencing

For ChIP-seq, sequencing libraries were prepared using ThruPLEX DNA-seq 48D kit (Rubicon Genomics) following standard protocols. Samples with different dual-index barcodes were combined at equal molar ratios and sequenced as pools. Sequencing of library pools was performed on Illumina HiSeq 2000 or NextSeq 500 system according to Illumina standards, with 50-bp or 75-bp dual-end sequencing. Library de-multiplexing was performed following Illumina standards.

### Whole-genome bisulfite library preparation and sequencing

WGBS library construction was done as previously published [6]. For WGBS library construction, 2 μg of genomic DNA were isolated from ESCs and fragmented using Covaris S2 sonicator. After DNA fragmentation, libraries were constructed using the Illumina TruSeq DNA sample preparation kit. After ligation, libraries were treated with bisulfite using the EpiTect Bisulfite kit (Qiagen). Ligation efficiency was tested by PCR using TruSeq primers and PfuTurbo Cx Hotstart DNA polymerase (Stratagene). After determining the optimal number of PCR cycles for each sample, a large-scale PCR reaction (100 μL) was performed. PCR products were sequenced with Illumina HiSeq sequencing systems.

### Anti-cytosine-5-methylenesulfonate-immunoprecipitation, library preparation, and sequencing

Anti-cytosine-5-methylenesulfonate-immunoprecipitation (anti-CMS-IP) was performed as previously described [42] with slight modification. Genomic DNA was fragmented using Covaris Focused-ultrasonicator (average fragment size is ~ 300 bp) and ligated with methylated adaptors using NEBNext® Ultra™ DNA Library Prep Kit for Illumina® following the manufacturer’s instructions. The constructed libraries were treated with sodium bisulfite (QIAGEN). Purified bisulfite treated DNA libraries were then denatured for 10 min at 95 °C (0.4 M NaOH, 10 mM EDTA) followed by neutralized with the addition of equal volume of ice-cold 2 M ammonium acetate, pH 7.0. Denatured DNA libraries were incubated with antiserum to CMS in 1 × immunoprecipitation buffer (10 mM sodium phosphate, pH 7.0, 140 mM NaCl, 0.05% Triton X-100) overnight at 4 °C and precipitated with Protein A and protein G beads. Precipitated DNA was eluted with Proteinase K and purified by phenol-chloroform extraction. Purified DNA libraries were amplified by 10–12 cycles of PCR using KAPA HiFi HotStart Uracil polymerase. DNA sequencing was carried out using Illumina HiSeq sequencing systems.

### Global quantification of 5mC and 5hmC

Measurements of 5mC and 5hmC were performed by Zymo Research (http://zymoresearch.com) using high-pressure liquid chromatography coupled with mass spectrometry.

Dot blot analysis was performed as previously described [42]. Briefly, purified genomic DNA were denatured in 1 M NaOH, 25 mM EDTA at 95 °C for 10 min followed by neutralized with ice-cold 2 M ammonium acetate (pH 7.0). The denatured DNA were spotted on a nitrocellulose membrane in a Bio-Dot apparatus (Bio-Rad) with twofold serial dilution. Blotted DNA samples were washed with 2 × SSC buffer under filtered vacuum pressure system and then air-dried at RT for 10–15 min. The DNA were cross-linked with a membrane vacuum baker at 80 °C for 2 h. Next, the membrane was blocked with 5% non-fat milk at room temperature for 1 h and incubated with either anti-5-hmC primary antibody (1:5000, Active Motif, Cat# 39769) or anti-5mC antibody (1:1000, Millipore, Cat# MABE146) overnight at 4 °C. The membranes were washed with TBST buffer for 10 min three times then incubated with anti-rabbit secondary antibody (1:10,000, Sigma, Cat# 7074) for 1 h at RT. The membranes were then washed for 10 min three times and visualized by chemiluminescence with West-Q Pico Dura ECL Solution (Gendeport, Barker, TX, USA). To ensure the same loading amount of DNA, after visualization, the same membrane was washed with TBST and stained with 0.02% methylene blue in 0.3 M sodium acetate (pH 5.2) to ensure equal spotting of total DNA on the membrane.

### Whole genome bisulfite sequencing data analysis

We used BSMAP [43] to align the paired-end bisulfite treated reads to the mouse genome mm9 with the default parameters. BSeQC [44] was then used to remove the technical biases in WGBS data. First, we used the M-bias plot to determine the size of overhang, which would induce the artifact in end-repair process, then remove three bases from the repair end. Second, we removed the clonal reads from the PCR amplification based on a Poisson *P* value cutoff of 1 × 10^−5^. Third, we excluded one overlapping segment of two read mates to avoid over double counting. After removing the technical biases, we used MOABS [45] to calculate the methylation ratio, identify the hypomethylated regions for one sample and differential methylated regions between paired samples. The methylation ratios were measured as the number of unconverted CpGs divided by all the covered read numbers for each CpG in the mCall module. The differentially methylated cytosines (DMCs) were defined with the credible difference cutoff 0.2 for CpGs with at least three reads; more than three consecutive CpGs with the same hypo- or hypermethylation state within 300 bp were merged as DMRs in mComp module. The UMRs with methylation ratio < 10% were detected by using Hidden Markov Model in mOne module. UMRs < 1 kb in length were excluded in this manuscript. The UMRs in this study were defined as ≥ 1 kb but < 3.5 kb. UMRs ≥ 3.5 kb were defined as “canyons.”

### CMS-seq, histone modification, and TET1 ChIP-seq data analysis

The raw reads of the 5-hydroxymethylation CMS samples, paired-end 100 bp long, were mapped to the mouse genome mm9 using BSMAP [43]. All the raw reads of histone modification and TET1 ChIP-seq data were mapped to mouse genome mm9 using Burrows-Wheeler Alignment tool (BWA) [46]. Reads that could be mapped to multiple locations were removed. In order to remove the PCR resulted clonal reads, at most two clonal reads were kept for subsequent analysis. The number 2 was based on Poisson *P* value cutoff of 1 × 10^−5^ determined by the total number of reads with respect to the theoretical mean coverage across the genome. The remaining reads were then subject to the module Dtriple in DANPOS v2.2.1 [47] for read depth normalization, input signal subtraction, and the occupancy calculation. The TET1 peaks were called by MACS2 [48] with parameters “broad: True and broad-cutoff: 0.01.”

### Bio-DNMT3A/3B ChIP-seq data analysis

The Bio-DNMT3A1, DNMT3A2, and DNMT3B1 samples were sequenced at paired-end 100 bp long. Because several studies have suggested that some DNMT3A binding sites are in repetitive regions, in order to mapping the reads to repetitive regions, the reads were mapped to the mouse genome mm9 using bowtie [49] by allowing up to two mismatches and 100 alignments for a read. We then used CSEM [50] to allocate the multi-reads using Expectation-Maximization. Similar to other ChIP-seq analysis, we kept two clonal reads to remove the PCR bias. The occupancy of each sample was calculated by the module Dtriple in DANPOS v2.2.1 [47] with the read depth normalization and input signal subtraction.

### Dynamic analysis of DNMT3A1, TET1, and histone marks relative to *Dnmt3a* KO, *Tet1* KO or *Dnmt3a-Tet1* double KO (DKO)

We used DANPOS v2.2.1 [47] to quantitatively compare occupancy signal between ChIP-seq samples, with considering the sequencing depth and ChIP-seq input occupancy signal. For H3K4me3 and H3K27me3 spike-in ChIP-seq, we normalized the occupancy signal with factors calculated from *Drosophila* sequence tags in each sample. DANPOS v2.2.1 calculated the occupancy difference at ten bases between *Dnmt3a* KO/*Tet1* KO and WT. For each ten base pairs, the differential value was measured by the absolute log_10_ *P* value. The positive value means the occupancy is greater in *Dnmt3a* KO/*Tet1* KO relative to WT, and vice versa.

### DNMT3A/3B genome enrichment

In order to find genome-wide enriched binding sites of DNMT3A/3B, we partitioned the mouse genome to 1-kb windows. First, we removed the windows containing satellite repeats to avoid a false positive caused by the variant repeat number among mouse strains [21]. Furthermore, windows without covered by WGBS data and ChIP-seq input data were removed from subsequent analysis. All the remaining windows were used to identify the statistically enriched regions using the module Dregion in DANPOS v2.2.1 [47]. These enriched regions were used to calculate the distribution of genomic features.

### RNA-seq data analysis

Paired-end reads were sequenced for RNA-seq. We used Trim Galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) to trim the low-quality bases and the adapters. TopHat [51] was used to mapping the raw reads on mouse genome mm9 with the default parameters. The gene annotation used for transcriptome alignment is RefSeq downloaded from the UCSC Table Browser (genome.ucsc.edu/cgi-bin/ hgTables?command = start). SAMtools [52] was used in processing the output files of TopHat. Differentially expressed genes were identified by pairwise comparison using the software Cufflinks [51] with cutoff: FDR ≤ 0.05. Average log-transformed gene scaled FPKM expression values of all the differentially expressed genes were used to perform the unsupervised clusters (K-means) and plot the heatmap. Based on the TSS order from the clustering result, we retrieved the normalized occupancy values and the differential values (relative to WT) of TET1, DNMT3A1, H3K27me3, and H3K4me3 across flanking the 5-kb region around gene TSSs, which were then subjected to TreeView to plot the heatmap figures.

### Clustering analysis of DNMT3A1, DNMT3A2, and DNMT3B1 occupancy

In order to measure the different binding properties of DNMT3A1, 3A2, and 3B1 around gene TSSs, we selected the longest isoform for each gene resulting in 22,766 unique gene TSS locations. We then retrieved the normalized occupancy values of DNMT3A1, 3A2, and 3B1 in WT across the flanking 5-kb region around gene TSSs and clustered all TSSs into five groups using the K-Means R package. Based on the same order from K-means result, we: (1) retrieved the normalized occupancy values of TET1 (WT and *Dnmt3a KO*), DNMT3A1 (WT and *Tet1 KO*), H3K4me3, and H3K27me3 across the flanking 5-kb region around gene TSSs, which were then subjected to TreeView to plot the heatmap figures; (2) calculated CpG density for each gene promoter (− 1 kb ~ + 0.5 kb); (3) calculated FPKM for each gene from RNA-seq analysis; and (4) plotted the average profiles of 5mC level and 5hmC level centered on TSSs.

## Additional files

Additional file 1: **Figure S1–S11.** Figures and legends for Supplementary Figures S1–S11. (PDF 15.6 Mb)

Additional file 2: **Table S1.** List of oligonucleotides: guide sgRNAs and primers.

# Supplementary material for: DNMT3A and TET1 cooperate to regulate promoter epigenetic landscapes in mouse embryonic stem cells
**Source:** Genome Biol. 2018 Jul 12;19:88. doi: 10.1186/s13059-018-1464-7
**Supplement:** Supplementary file 1 — Figure S1–S11. Figures and legends for Supplementary Figures S1–S11.

## Additional file 1: Figure S1-S11

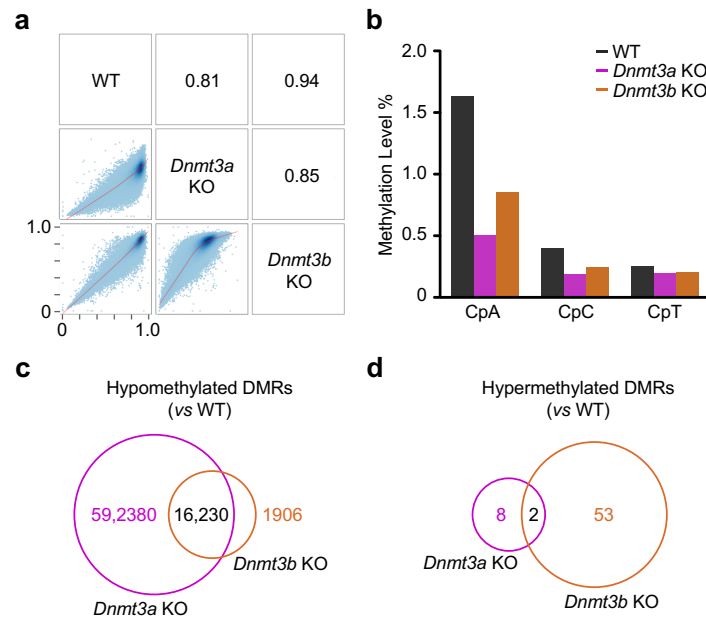

**Figure S1. DNA methylation loss in *Dnmt3a* KO and *Dnmt3b* KO mouse ESCs**

(a) Paired Pearson's correlation of the genome-wide methylation of WT, *Dnmt3a* KO and *Dnmt3b* KO ESCs. Each blue dot in the three lower-left plots represents a 1 kb window in the genome, and is plotted on the overall methylation level of each paired sample. The red lines in the lower triangular plots are the LOWESS smoothing curves calculated by R. The values in the upper-right boxes are the correlation coefficients between paired samples. (b) Average genome-wide methylated cytosine percentage at CpA, CpC and CpT dinucleotides compared between WT, *Dnmt3a* KO, *Dnmt3b* KO J1 ESCs determined by WGBS. (c-d) Venn diagrams illustrate the number of hypomethylated (c) or hypermethylated (d) differentially methylated regions (DMRs) in *Dnmt3a* KO and *Dnmt3b* KO ESCs, compared to WT ESCs, and those that overlap.

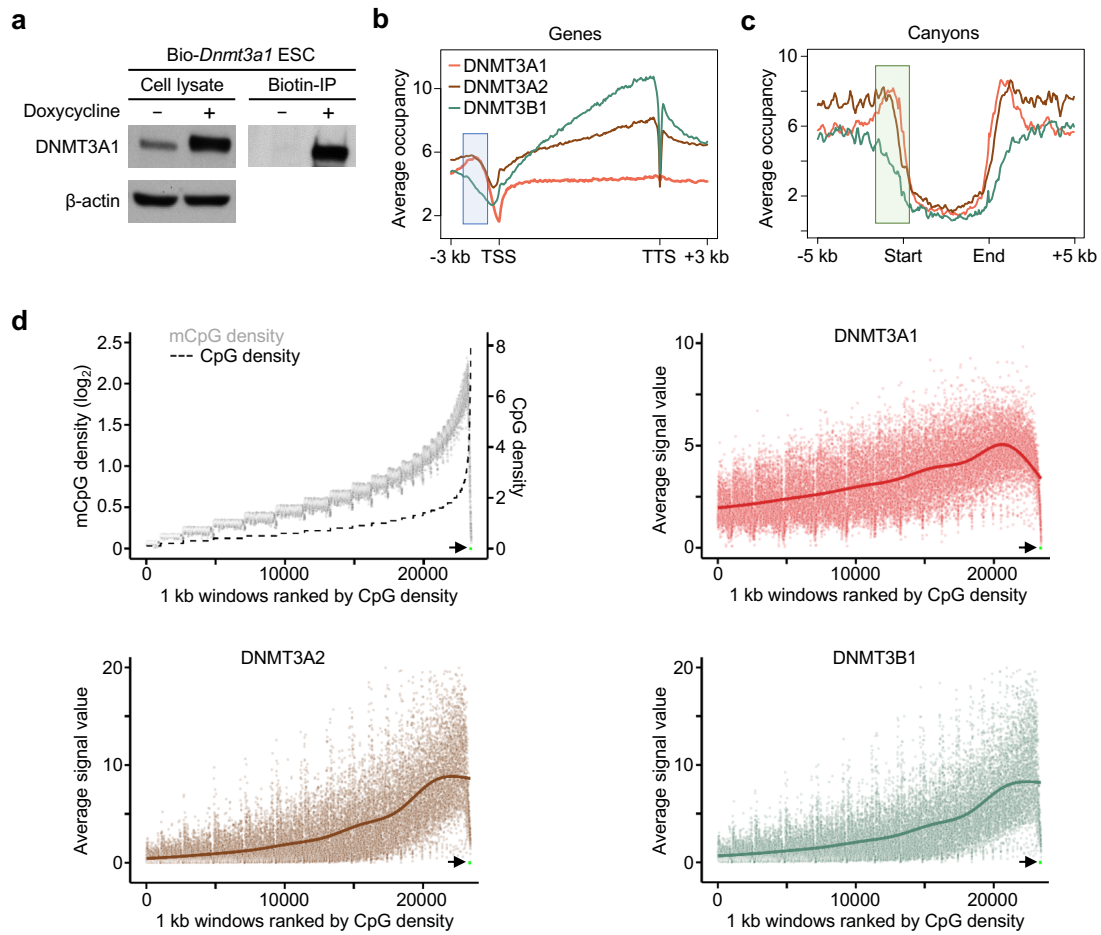

**Figure S2. Distinct binding profiles of DNMT3A1, DNMT3A2 and DNMT3B1 in WT ESCs**

(a) Western blots against DNMT3A showing expression of DNMT3A1 in Bio-*Dnmt3a1* ESCs after doxycycline induction and immunoprecipitation with streptavidin-coated beads. (b-c) Binding profiles of DNMT3A1, DNMT3A2 and DNMT3B1 across all gene bodies (b) and canyons (c), normalized to same length (Start-End). Highlighted region are distal promoter and canyon edge, where both DNMT3A1 and 3A2 binding is enriched. (d) CpG density, methylated CpG (mCpG) density and enrichments for DNMT3A1, DNMT3A2 and DNMT3B1 at 1 kb genomic windows ranked by CpG density. Windows overlapping with CpG islands are indicated as a green square (right arrow). Smoothing was applied using 100 consecutive windows.

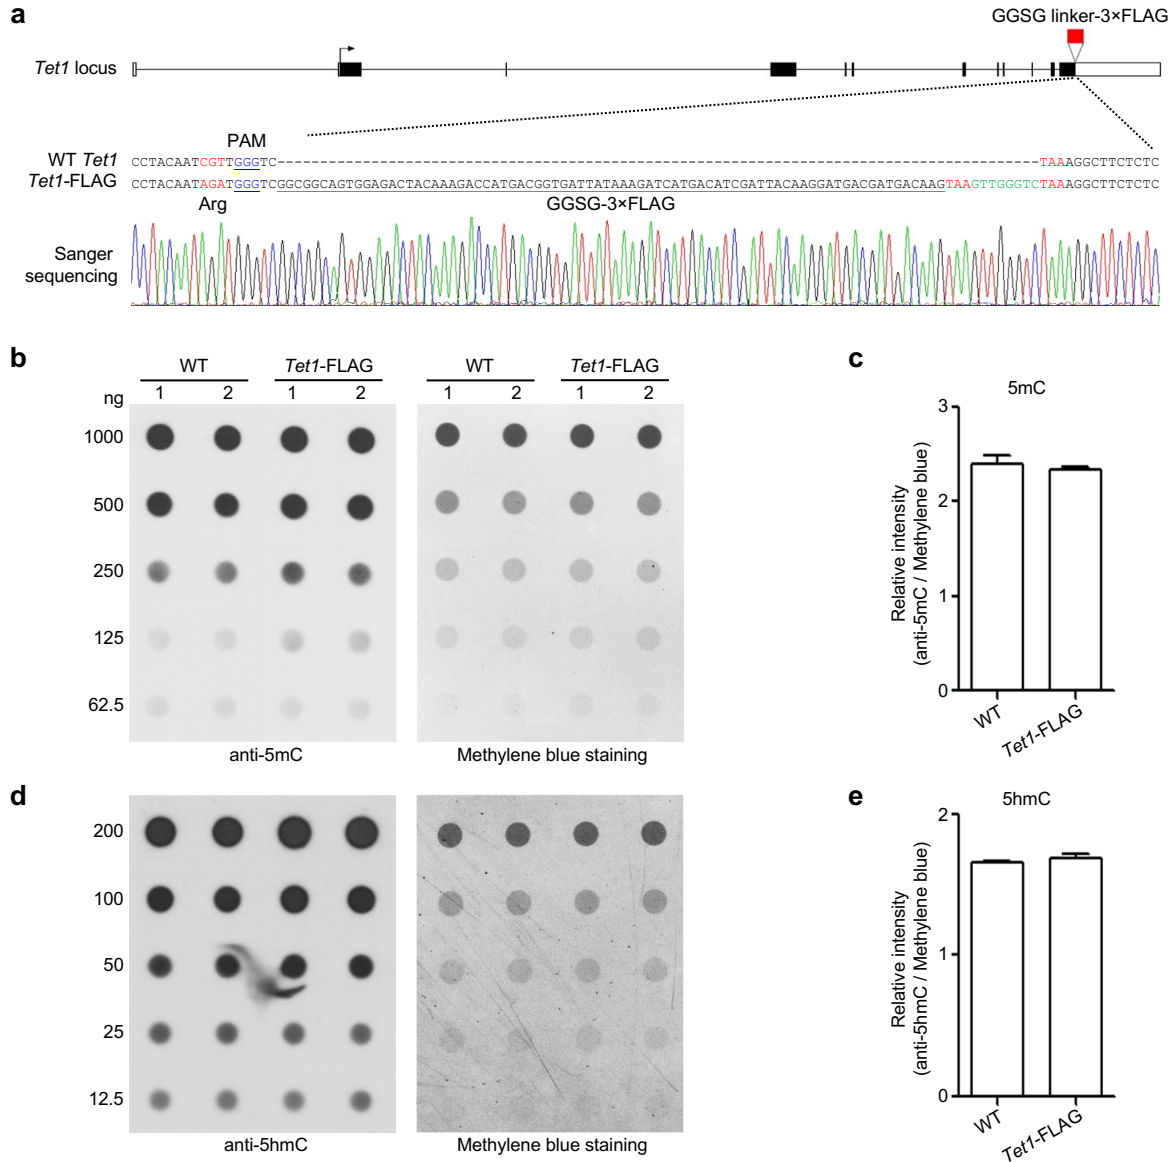

**Figure S3. Generation and 5mC/5hmC quantification for *Tet1*-FLAG ESCs**

**(a)** Generation of *Tet1*-3×FLAG (*Tet1*-FLAG) J1 ESCs by CRISPR-Cas9 facilitated HDR. A GGSG linker-3×FLAG tag was added at the C terminus of *Tet1* on both alleles. The PAM motif of guide RNA is shown in blue and the CGT in ‘seed sequence’ of the guide RNA was mutated to AGA to block Cas9 cleavage in donor ssDNA. **(b)** 5mC Dot Blot on 2-fold serial dilutions of genomic DNA isolated from WT and *Tet1*-FLAG ESCs. 2 replicates for each cell type are shown. Methylene blue staining of membranes used for dot blot analysis serve as a DNA loading control. **(c)** Quantification for 5mC dot blot analysis in **(b)**. **(d)** 5hmC Dot Blot on 2-fold serial dilutions of genomic DNA isolated from WT and *Tet1*-FLAG ESCs. **(e)** Quantification for 5hmC dot blot analysis in **(d)**.

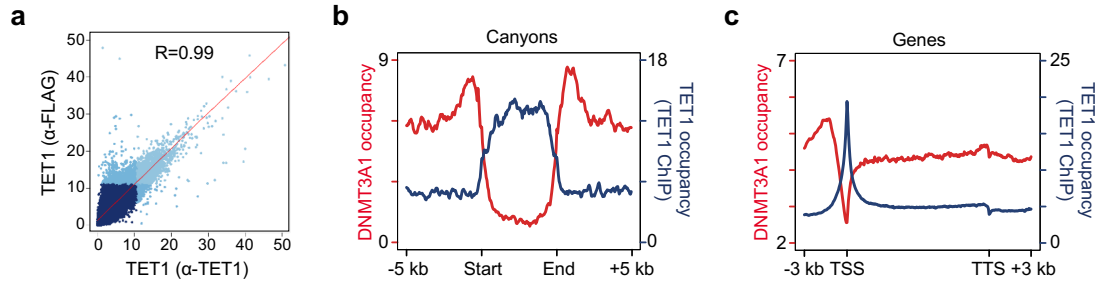

**Figure S4. DNMT3A1 binding is complementary to TET1.**

(a) Pearson correlation between anti-TET1 and anti-FLAG ChIP-seq data within *Tet1*-FLAG ESCs. Each blue dot represents binding occupancy in 10Kb windows across entire mouse genome. The red line is the LOWESS smoothing curves and the correlation coefficient between the two sets was shown. (b) Average binding occupancy of DNMT3A1 and TET1 (anti-TET1 ChIP-seq) across all canyons, normalized to same length (Start-End), and 5 kb flanking regions. (c) Average binding occupancy of DNMT3A1 and TET1 (anti-TET1 ChIP-seq) across all gene bodies and 3 kb flanking regions.

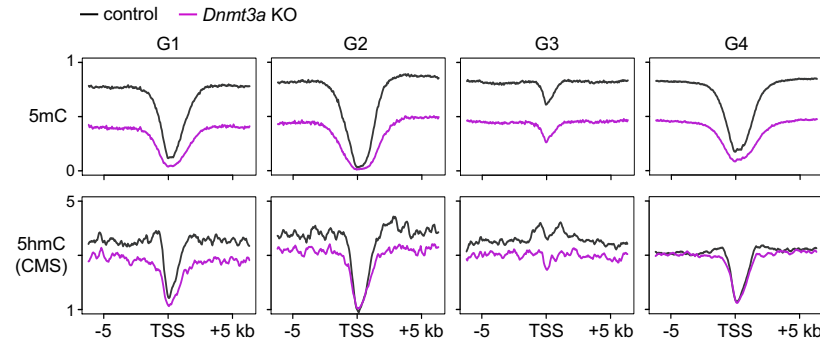

**Figure S5. 5mC and 5hmC quantification in WT and *Dnmt3a* KO ESCs.**

Average methylation level (5mC, up) and occupancy of 5hmC (anti-CMS, bottom) in genomic DNA of WT and *Dnmt3a* KO ESCs, at genes from each group defined in Fig. 4a.

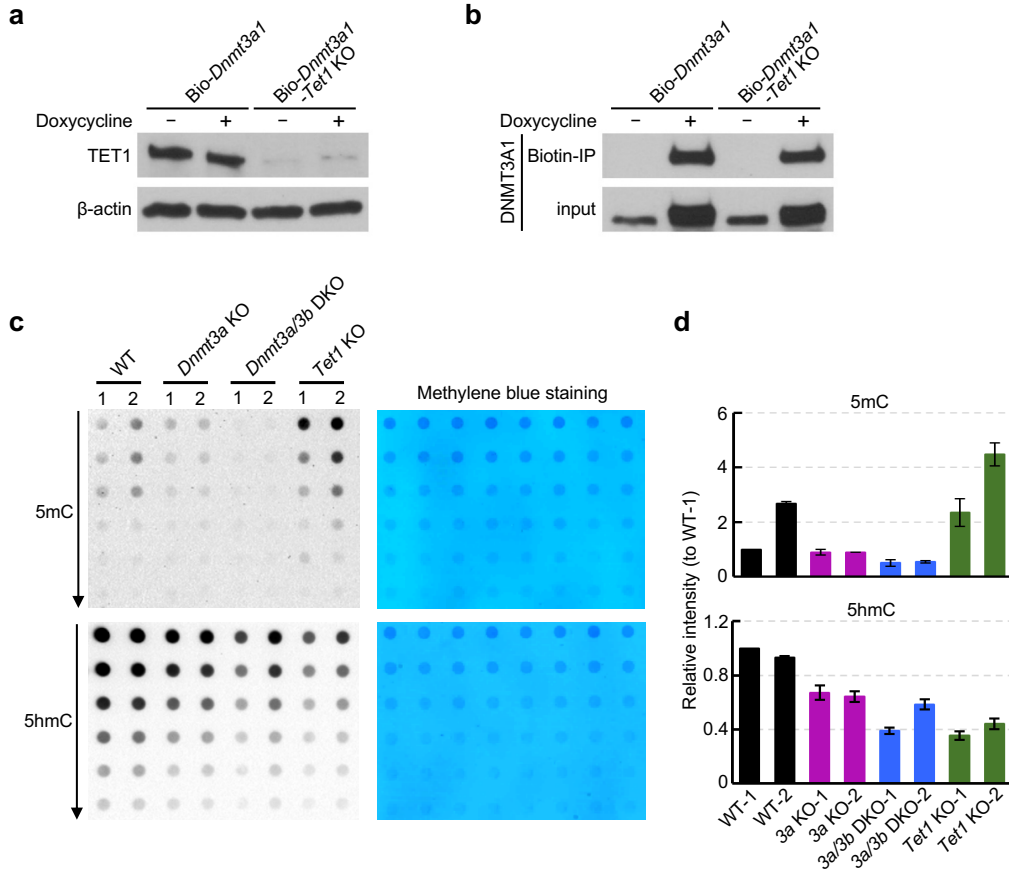

**Figure S6. Generation and 5mC/5hmC measurement of *Dnmt3a* KO and *Tet1* KO ESCs**

(a) Western Blot confirmation of *Tet1* KO in the Bio-*Dnmt3a1* ESCs. (b) Confirmation of expression of biotinylated DNMT3A1 after doxycycline induction in Bio-*Dnmt3a1* - *Tet1* KO and control ESCs by both western blot of whole cell lysate (input) and immunoprecipitation (Biotin-IP) with streptavidin-coated beads. (c) Dot Blot on 2-fold serial dilutions of genomic DNA isolated from WT, *Dnmt3a* KO, *Dnmt3a/3b* DKO, and *Tet1* KO ESCs, stained for 5mC (top) and 5hmC (anti-CMS, bottom) levels. 2 replicates for each cell type are shown. Methylene blue staining of membranes used for dot blot analysis serve as a DNA loading control. (d) Quantification for dot blot analysis in (c) plotted as the intensity of 5mC (top) and 5hmC (CMS, bottom) relative to the intensity of WT replicate 1 (WT-1).

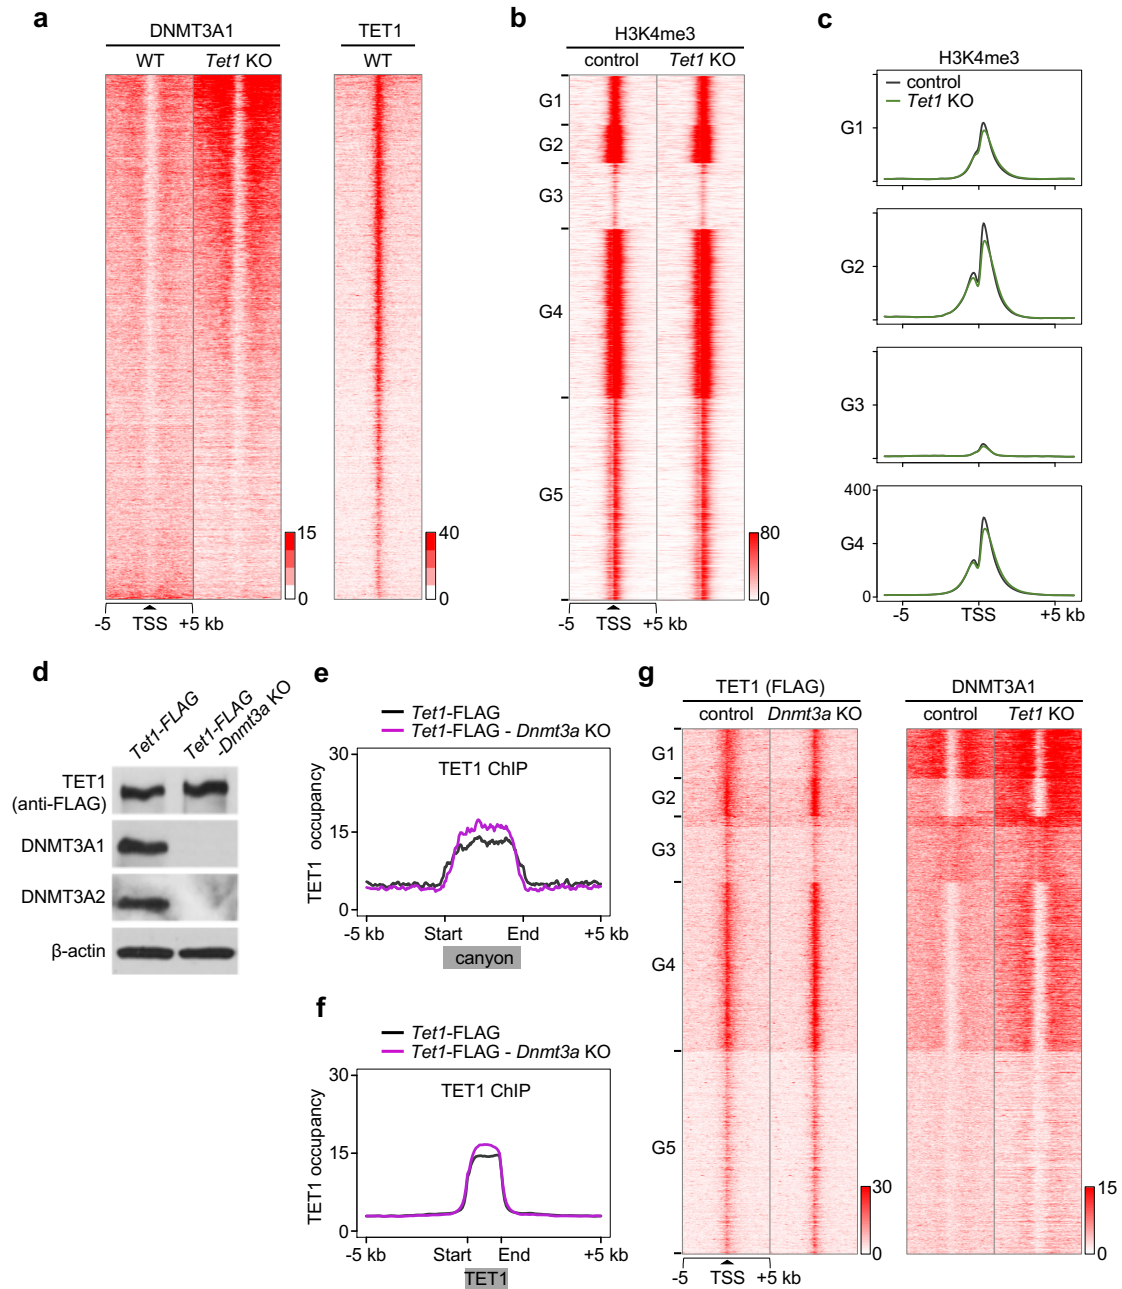

**Figure S7. DNMT3A and TET1 impact each other's binding**

(a) Heatmap representations from left to right: DNMT3A1 binding in WT or *Tet1* KO Bio-*Dnmt3a1* ESCs and TET1 binding in WT *Tet1*-FLAG ESCs on the flanking 5 kb regions of all TSSs, ranked by the change of DNMT3A1 binding in response to *Tet1* KO. (b) Heatmaps showing H3K4me3 enrichment in WT control and *Tet1* KO ESCs around all TSSs, listed in the same order as Fig. 4a. (c) Average density profiles for H3K4me3 around TSSs of genes from group G1-G4 in control and *Tet1* KO ESCs. (d) Western blots against TET1 (anti-FLAG), DNMT3A1 (Santa Cruz, H-295) and DNMT3A2 (Abcam, 64B1446), confirming the expression of TET1-FLAG and *Dnmt3a* KO in *Tet1*-FLAG ESCs. (e-f) The average occupancy of TET1 (anti-TET1 ChIP-seq) in *Tet1*-FLAG and *Tet1*-FLAG *Dnmt3a* KO ESCs across all canyons (e)

and TET1 peaks (f). (g) Heatmaps showing TET1 binding (left) in *Tet1*-FLAG and *Tet1*-FLAG - *Dnmt3a* KO ESCs and DNMT3A1 binding (right) in WT (Bio-*Dnmt3a1*) and *Tet1* KO ESCs around all TSSs, listed in the same order as Fig. 4a.

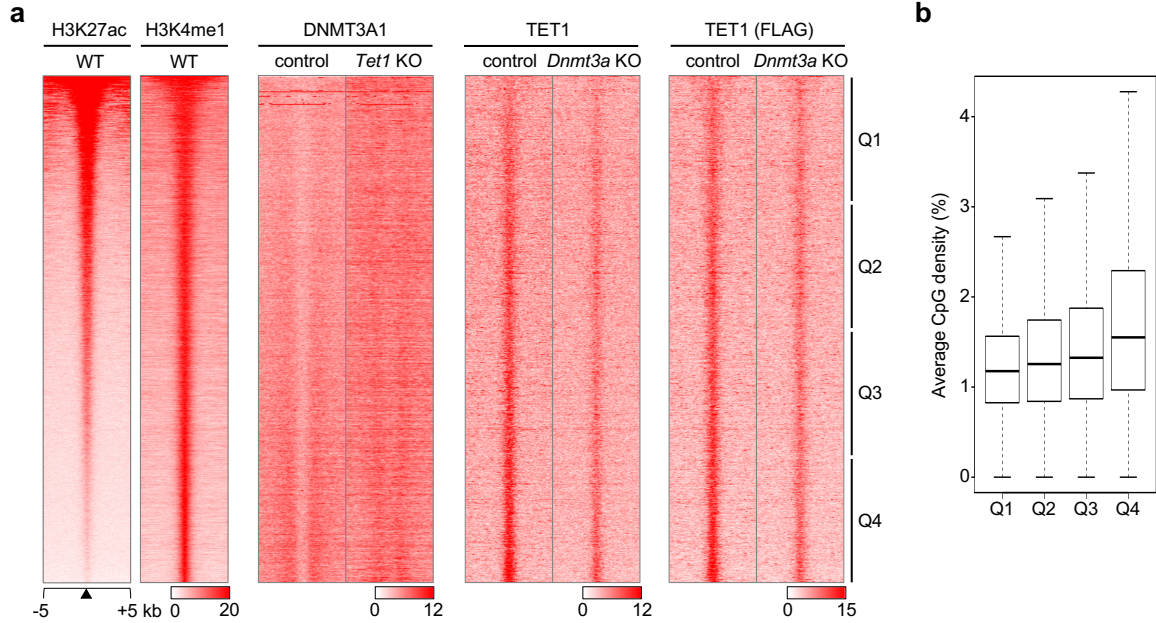

**Figure S8. Decreased TET1 occupancy at enhancers in *Dnmt3a* KO**

(a) Heatmaps from left to right: H3K27ac and H3K4me1 enrichment in WT cells (data from King, A. D. et al., *Cell Reports*, 2016), DNMT3A1 occupancy in control and *Tet1* KO cells, and TET1 occupancy (anti-TET1 or anti-FLAG ChIP-seq) in control and *Dnmt3a* KO cells, on the flanking 5 kb regions of the center of enhancers, ranked by the signal intensity of H3K27ac. Enhancers were identified as genomic regions with H3K27ac or H3K4me1 peaks outside of Refseq promoters. (b) Boxplot of average CpG density (normalized to 100 bp) at enhancer regions quartered into Q1-Q4 from top to bottom.

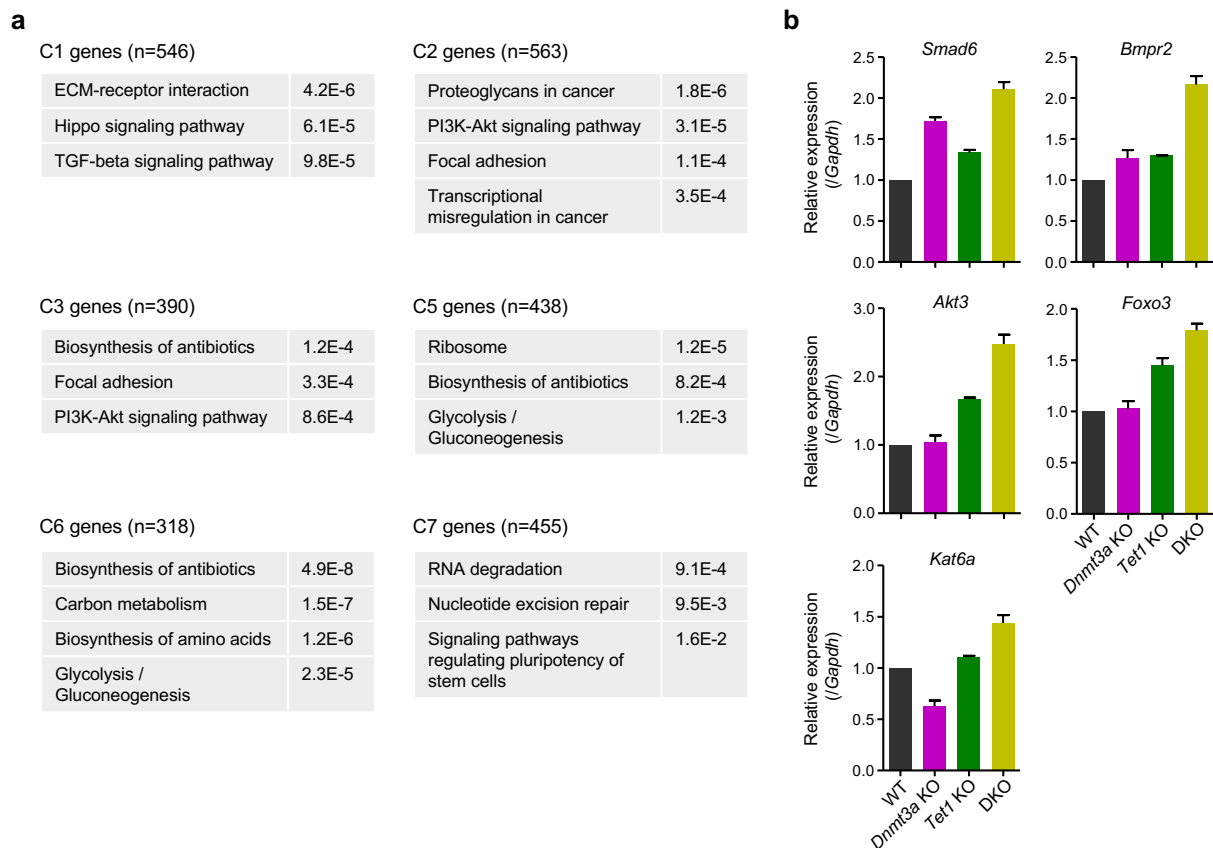

**Figure S9. DNMT3A and TET1 regulate gene expression dynamically**

**(a)** Functional annotation analysis (KEGG\_PATHWAY) of the genes from clusters 1-4 and 6-7. Each of the clusters analyzed here contain more than 300 genes. *P* values are listed on the right.

**(b)** RT-qPCR confirmation of the expression change of *Smad6*, *Bmpr2*, *Akt3*, *Foxo3* and *Kat6a* genes determined by RNA-seq in *Dnmt3a* KO, *Tet1* KO and DKO ESCs. The expression level in WT ESCs was set as 1. Error bars represent standard error of the mean (SEM) from three independent experiments.

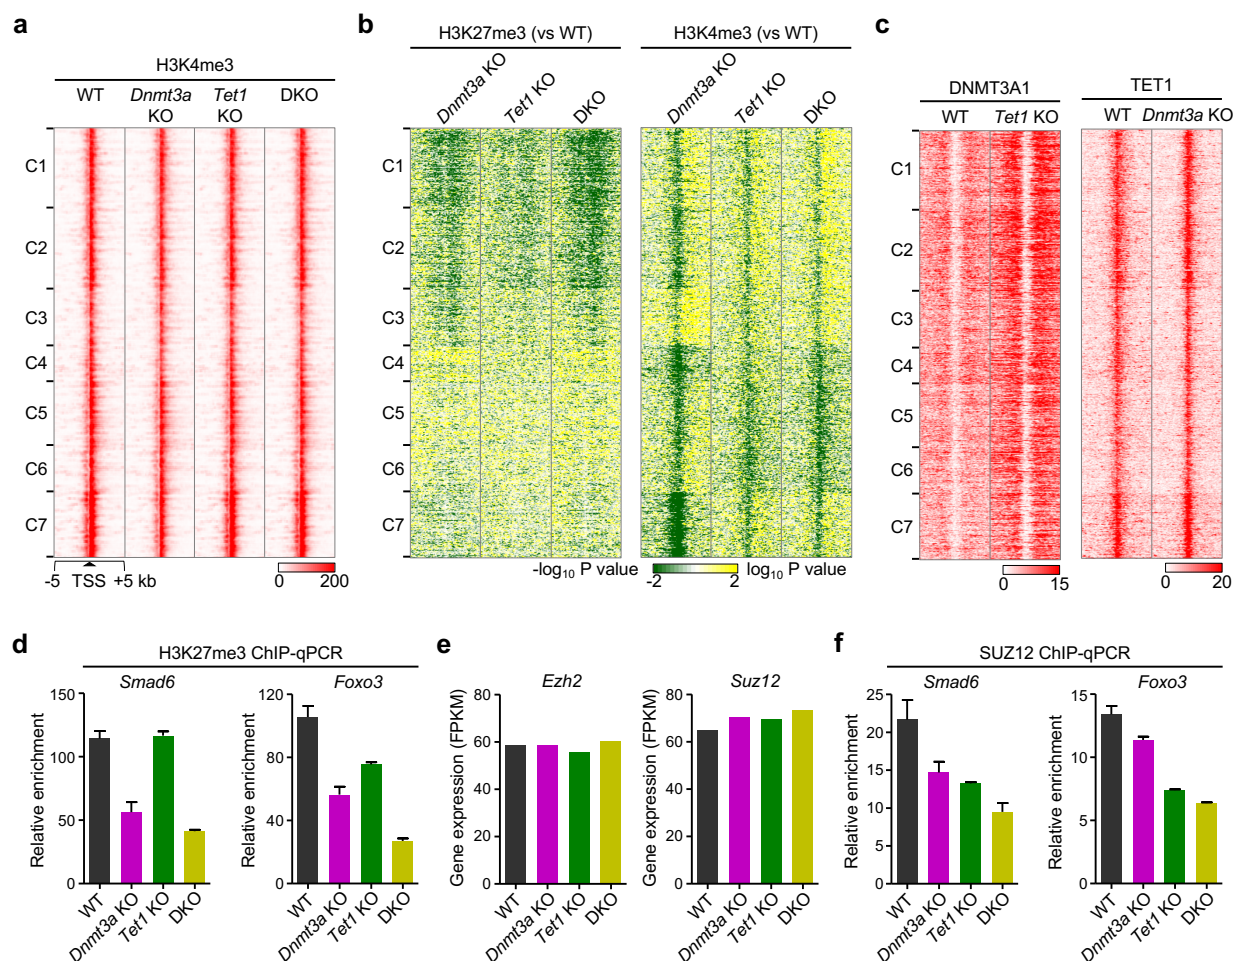

**Figure S10. DNMT3A and TET1 regulate bivalent gene expression via PRC2-mediated H3K27me3 enrichment**

(a) Heatmap representations of H3K4me3 enrichment on the flanking 5 kb surrounding the specific TSSs, listed in the same order as Fig. 6a, in WT, *Dnmt3a* KO, *Tet1* KO and DKO ESCs. (b) Heatmaps showing the signal difference of H3K27me3 and H3K4me3 between KO and control cells surrounding TSSs analyzed in clusters 1-7. Green, decreased; yellow, increased signal intensity, compared to WT control. (c) Heatmap representations of DNMT3A1 binding in *Tet1* KO and control ESCs and TET1 binding in *Dnmt3a* KO and control ESCs. (d) ChIP-qPCR showing reduced H3K27me3 over *Smad6* and *Foxo3* peak regions in *Dnmt3a* KO, *Tet1* KO and DKO ESCs, compared to WT control. (e) Expression levels (FPKM) of *Ezh2* and *Suz12* genes determined by RNA-seq in WT, *Dnmt3a* KO, *Tet1* KO and DKO ESCs. (f) ChIP-qPCR showing reduced SUZ12 enrichment over *Smad6* and *Foxo3* peak regions in *Dnmt3a* KO, *Tet1* KO and DKO ESCs, compared to WT control. H3K27me3 and SUZ12 ChIP-qPCR was normalized to a region at *Jmjd4* promoter, which lacks H3K27me3 in ESCs. Error bars represent standard error of the mean (SEM) from three independent experiments.

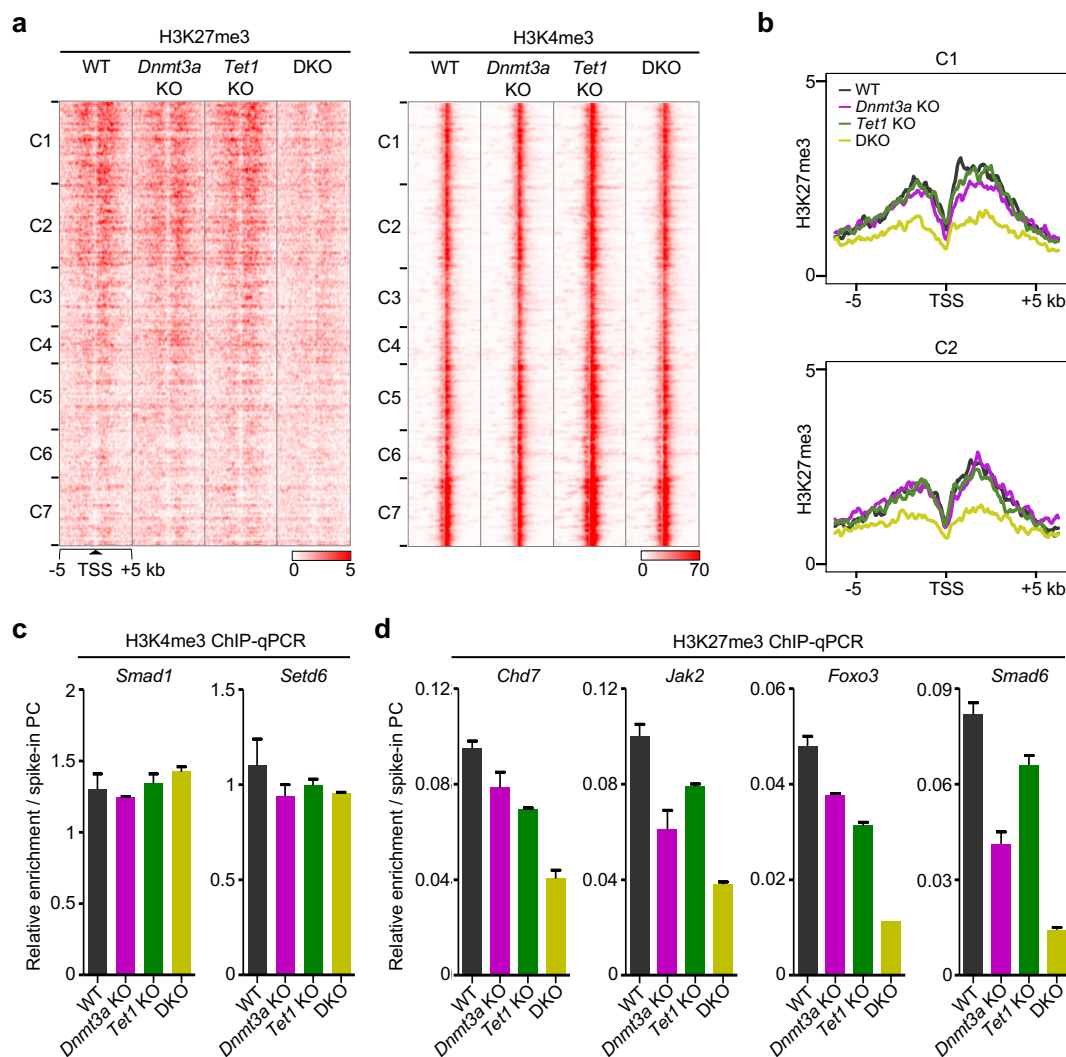

**Figure S11. DNMT3A and TET1 regulating H3K27me3 enrichment at bivalent promoters was verified by spike-in histone ChIP-seq**

(a) Heatmap representations of H3K27me3 and H3K4me3 enrichment (normalized to spike-in control) on the flanking 5 kb surrounding the specific TSSs in each cluster in WT, *Dnmt3a* KO, *Tet1* KO and DKO ESCs. (b) Average density profiles for H3K27me3 marks in (a) at genes from C1 (up) and C2 (bottom) clusters. (c) ChIP-qPCR showing similar level of H3K4me3 enrichment over *Setd6* and *Smad1* peak regions in indicated lines, normalized to a spike-in positive control (Active Motif, 53083). (d) ChIP-qPCR showing reduced H3K27me3 enrichment over *Chd7*, *Jak2*, *Smad6* and *Foxo3* peak regions. Error bars represent standard error of the mean (SEM) from two independent experiments.

# Supplementary material for: DNMT3A and TET1 cooperate to regulate promoter epigenetic landscapes in mouse embryonic stem cells
**Source:** Genome Biol. 2018 Jul 12;19:88. doi: 10.1186/s13059-018-1464-7
**Supplement:** Supplementary file 2 — Table S1. List of oligonucleotides: guide sgRNAs and primers.

## Additional file 2: Table S1

**Table S1. List of Oligonucleotides: guide RNAs and primers.**

| Name           | Sequence (5'-3')        | Note                                                                          |
|----------------|-------------------------|-------------------------------------------------------------------------------|
| Tet1-Flag sg   | TGCGGGACCCTACAATCGTT    | guide RNA for <i>Tet1</i> -FLAG tagging                                       |
| Tet1-Flag gt-F | TGATGTATCCCCGAAGCCA     | <i>Tet1</i> -FLAG ESCs genotyping primers                                     |
| Tet1-Flag gt-R | CGGAGTTGAAATGGGCGAAAC   |                                                                               |
| Tet1KO sg-L    | AGATTTCTGTTGGGGTTACGG   | guide RNAs for <i>Tet1</i> (exon 4) deletion                                  |
| Tet1KO sg-R    | TGAGGTCGGCTACGCCTATC    |                                                                               |
| Tet1KO gt-F    | CCCTTCTCCCTCATTCAGCTC   | <i>Tet1</i> KO genotyping primers                                             |
| Tet1KO gt-R1   | TGTGTGGGTGTTTTCCCGAC    |                                                                               |
| Tet1KO gt-R2   | ATCCGTGGTGACTCTGGGTA    |                                                                               |
| 3aKO sg-L      | TGTGGTAATGAGTTCTCGAT    | guide RNAs for <i>Dnmt3a</i> (exon 18-19) deletion                            |
| 3aKO sg-R      | TGTCTGCATTGCGGAGCTGG    |                                                                               |
| 3aKO gt-F      | TCTGTGGCATCTCAGGGTGA    | <i>Dnmt3a</i> KO genotyping primers                                           |
| 3aKO gt-R1     | CCTCCAATCACCAGGTCGAA    |                                                                               |
| 3aKO gt-R2     | AGAGAGTGAGCACAGGCCAT    |                                                                               |
| Gapdh RT-F     | AGGTCGGTGTGAACGGATTTG   | RT-qPCR primers for <i>Gapdh</i>                                              |
| Gapdh RT-R     | TGTAGACCATGTAGTTGAGGTCA |                                                                               |
| Smad6 RT-F     | TTACACTGAAACCGAGGCCA    | RT-qPCR primers for <i>Smad6</i>                                              |
| Smad6 RT-R     | TGGTCGTACACCGCATAGAG    |                                                                               |
| Bmpr2 RT-F     | AAACCCGCAATCTCCCACC     | RT-qPCR primers for <i>Bmpr2</i>                                              |
| Bmpr2 RT-R     | AGCGAATTGTGCCAACCTCA    |                                                                               |
| Akt3 RT-F      | CGCACACGTTTCTATGGTGC    | RT-qPCR primers for <i>Akt3</i>                                               |
| Akt3 RT-R      | GCTGCATCTGTGATCCCTTCT   |                                                                               |
| Foxo3 RT-F     | GGTACCAGGCTGAAGGATCAC   | RT-qPCR primers for <i>Foxo3</i>                                              |
| Foxo3 RT-R     | AGTCTCTGCTGGGTTAGGGAA   |                                                                               |
| Kat6a RT-F     | TGTCTTTAGGGGCTTCAGCG    | RT-qPCR primers for <i>Kat6a</i>                                              |
| Kat6a RT-R     | TTGCGGACTCTTCGTCTTCG    |                                                                               |
| K27me3-neg-F   | GTTTCCCGGTGGATGGATCG    | qPCR primers for H3K27me3/PRC2 ChIP negative control ( <i>Jmjd4</i> promoter) |
| K27me3-neg-R   | GTCAGCATAGGAGAAGGCGT    |                                                                               |
| Smad6 ChIP-F   | CATGGATCACGATGGGCCG     | qPCR primers for H3K27me3/PRC2 ChIP peak at <i>Smad6</i> promoter             |
| Smad6 ChIP-R   | CAGCCGCGCAACTTTTGAAG    |                                                                               |
| Foxo3 ChIP-F   | CAGCAGCATGGCCGAATC      | qPCR primers for H3K27me3/PRC2 ChIP peak at <i>Foxo3</i> promoter             |

|              |                       |                                                                |
|--------------|-----------------------|----------------------------------------------------------------|
| Foxo3 ChIP-R | GACGACGATGAAGACGACGA  |                                                                |
| Chd7 ChIP-F  | GGACAGTTCTTTCAAACCGGG | qPCR primers for H3K27me3 ChIP peak<br>at <i>Chd7</i> promoter |
| Chd7 ChIP-R  | GGGAAAGCCCTGTCTCTTACA |                                                                |
| Jak2 ChIP-F  | TCTGGCCATGCTAAACGTCC  | qPCR primers for H3K27me3 ChIP peak<br>at <i>Jak2</i> promoter |
| Jak2 ChIP-R  | GGGAGAGTTCTGAGGAATCGG |                                                                |
| Setd6 ChIP-F | CCCACACCTGTTCCATCAGC  | qPCR primers for H3K4me3 ChIP peak<br>at <i>Setd6</i> promoter |
| Setd6 ChIP-R | ACACCAGGTGAACGTCCAAG  |                                                                |
| Smad1 ChIP-F | CTGGACACGCCCGACAAA    | qPCR primers for H3K4me3 ChIP peak<br>at <i>Smad1</i> promoter |
| Smad1 ChIP-R | GACCCGCGCTGAAGGAAATC  |                                                                |

How the deposited data were processed for this re-analysis (not part of the article)

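WGBS of WT, *Dnmt3a* KO and *Dnmt3b* KO J1 ESCs was analysed, with 3 libraries for each of the 3 genotypes, 9 libraries in all. The authors merged the 3 libraries of a genotype into 1 table, so that each genotype enters as 1 pooled value. They aligned the reads to mm9 with BSMAP, removed technical biases with BSeQC and counted unconverted and all reads over each CpG with the mCall module of MOABS. The authors made the read counts per CpG with mCall, as the number of all reads and of methylated reads, in total and by strand, and did not normalize the counts. The authors calculated the methylation ratio of each CpG, a fraction from 0 to 1, by dividing the methylated reads by all reads, and rounded this fraction. It was checked that each listed position is a CpG of the reference, that strands sum to the total and that the ratio follows from the counts; 0 rows failed. The last row of the WT table is incomplete and was left out. That table ends on chromosome 4, and what follows was not analysed in WT. The other experiments of the paper were not analysed here, and CpA, CpC and CpT methylation was not analysed here because the tables hold CpGs only.

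The analysis used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and numba 0.67.0. Figures were drawn with matplotlib 3.10.9. Genes were taken from the GENCODE annotation of the same build, with the longest isoform of each protein-coding gene, whereas the paper used RefSeq genes. Proximal promoters were the 500 bp on both sides of the TSS. CpG islands were found in the reference sequence by a running score, with at least 500 bp, a GC content of at least 55% and an observed over expected ratio of at least 0.65, since the paper's text does not name a definition. These limits were set before any methylation value was computed on them.

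Mean methylation was the mean of the ratios of CpGs with at least 3 reads in every genotype. Windows of 1 kb were compared by Pearson correlation. The level of the credible interval for DMCs is not given in the paper's text, and 95% was used. For CpGs with more than 200 reads the counts were scaled down to 200. In place of the module the authors used, the hidden Markov model for UMRs had 2 states with beta-binomial emissions, fitted by Baum-Welch on chromosome 19 in each genotype, and the chain was broken at gaps of more than 1000 bp between covered CpGs. The calls were tested on simulated data for chromosome 19 with 200 planted blocks. DMR calling recovered 96% of the blocks for *Dnmt3a* KO and 98% for *Dnmt3b* KO ESCs, the UMR and canyon calls recovered 99.5% or more, and 0 regions were called outside the blocks. The planted DMR blocks were 12 CpGs of high methylation with a large drop, so that recovery of small differences was not measured. Any overlap counted as recovery, so that these shares do not measure how well the lengths that separate UMRs from canyons were found.

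Both KOs are compared with the same WT reads, so that their DMCs can overlap by chance in WT. This was measured with simulated groups without change, in which the level of each CpG was drawn from its posterior in WT and shared by both groups. A first version that took WT levels smoothed over 5 CpGs was replaced after its output had been seen, because the smoothing itself gave many hypermethylated calls.

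No test across replicates was made. Intervals are 95% Wilson intervals of read shares, or intervals from 1000 bootstrap draws of blocks of 5 Mb, and cover counting error or variation along the genome only. Intervals of a difference between genotypes were formed from the Wilson intervals of the read shares. The genes named are *Sox2*, *Dnmt3a* and *Dnmt3b*, chosen in advance, and the genes at the 5 longest canyons of WT. The alternatives covered the minimum of reads, weighting by reads, thinning of the reads to the same mean depth per reference CpG, the criteria for DMRs, the segmentation and its fit, the width of canyon edges and the measure of depth. Thinning matched the mean over all reads, a large part of which lies at few CpGs, so that the depth of the other CpGs was not matched exactly; before thinning it was 23.5 reads in WT, 21.5 in *Dnmt3a* KO and 22.4 in *Dnmt3b* KO ESCs. The alternatives were written down before the data were examined, apart from 3 chosen afterwards, which are windows with at least 10 CpGs, canyons called in *Dnmt3b* KO ESCs and chromosome depth over CpGs of 1 to 500 reads.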

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

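The tests of GC content, repeats, sex and copies of chromosome X and the depth over CpGs of 1 to 500 reads were chosen after the depth of the chromosomes had been seen. The paper does not report the depth of single chromosomes.

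The depth of chromosome X was higher in *Dnmt3a* KO than in *Dnmt3b* KO ESCs, a measure of the sequenced libraries that the paper does not report. Relative to the autosomes, the mean depth of chromosome X over all reference CpGs was 0.501 in *Dnmt3a* KO and 0.333 in *Dnmt3b* KO ESCs, and the median depth was 0.789 and 0.450, both chosen before the data were examined. Over CpGs of 1 to 500 reads, a choice made after seeing the data, it was 0.812 and 0.510. After matching each window of 100 kb with autosomal windows of the same GC content, the ratio of *Dnmt3a* KO to *Dnmt3b* KO depth was 1.60. GC content does not account for it, as the autosomal windows with the GC content of chromosome X had a ratio of 1.01. A few repeats of extreme depth do not account for it either, since 99.5% of 1595 windows of chromosome X passed a limit set above the ratio of every autosome. Cells of another sex would lower chromosome Y, whose ratio was 0.979. The excess ran along the chromosome, with a ratio of 1.44 at the 10th percentile of windows, above the highest ratio of an autosome, 1.11. A candidate explanation, held only as a hypothesis, is that part of the *Dnmt3a* KO cells carry more copies of chromosome X. The merged tables cannot show whether this would be in all 3 libraries or in 1 of them, and WT was not analysed on chromosome X. Whether it is linked to the loss of DNMT3A was not tested.

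The depth of chromosome 1 relative to the autosomes was 1.15 times as high in *Dnmt3a* KO ESCs as in WT over CpGs of 1 to 500 reads, which the paper does not report either. The other 13 chromosomes compared lay between 0.946 and 1.06 in *Dnmt3a* KO ESCs, and all 14 lay between 0.996 and 1.03 in *Dnmt3b* KO ESCs. By the mean over all reference CpGs, chosen before the data were examined, the depth of chromosome 1 relative to the autosomes was 0.707 in *Dnmt3a* KO ESCs and 0.652 in WT. For both measures, WT was divided by the autosomes of the shared part, but the KOs by all autosomes. Chromosome 9, which was not analysed in WT, stood at 3.45 in *Dnmt3a* KO ESCs by the mean over all reference CpGs. The values 0.707 and 0.652 therefore have unlike bases and do not give the size of the excess. Matching on GC content left a ratio of *Dnmt3a* KO to *Dnmt3b* KO depth of 1.11 on chromosome 1, so that GC content does not account for it. No biological explanation was tested, and whether 1 or more of the 3 libraries carry the excess stays open.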

How the results depend on the processing

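No paired analysis was possible because the 3 replicates of each genotype are merged in 1 table, and for the same reason leaving out each replicate in turn was not possible. The alternative of autosomes only gave no value of its own, since the part shared with WT holds autosomes only.

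The differences of mean, promoter, exon, CpG island, canyon and canyon edge methylation from WT stayed below 0 in 70 of 70 values under alternatives, 66 of them planned. For methylation levels the interval for counting error is very narrow, so that small shifts were counted as moved. In all, 77 of 154 values under alternatives moved among the main results, and 127 of 185 among the others, where 1 reversed. The cause was not tested for any of the changes below.

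The difference in mean methylation for *Dnmt3a* KO and *Dnmt3b* KO ESCs was -31.8 and -6.90 percentage points with at least 1 read, -32.4 and -6.97 with at least 5, -33.0 and -7.01 with at least 10, -26.3 and -6.05 weighted by reads, and -31.9 and -6.98 over each genotype's own CpGs. Thinned reads gave -32.14 in *Dnmt3a* KO ESCs.

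Window correlations are given for WT with *Dnmt3a* KO, WT with *Dnmt3b* KO and the KOs with each other. They were 0.590, 0.795 and 0.643 with at least 5 reads, 0.574, 0.777 and 0.628 with at least 10 reads, 0.592, 0.798 and 0.646 with thinned reads, 0.670, 0.892 and 0.735 in windows with at least 5 CpGs, and 0.431, 0.530 and 0.518 as Spearman correlations. Windows with at least 10 CpGs, chosen after seeing the data, gave 0.7505, 0.9478 and 0.8159. WT with *Dnmt3b* KO ESCs had the highest of the 3 under each of these.

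Hypomethylated DMRs in *Dnmt3a* KO and *Dnmt3b* KO ESCs numbered 60585 and 241 with a credible difference of 0.3, 281018 and 4251 with at least 3 consecutive DMCs, 233847 and 6649 with other covered CpGs allowed between DMCs, and 459154 and 2984 with Fisher's exact test. Hypermethylated DMRs numbered 2 and 10 with at least 3 consecutive DMCs and 4 and 9 with Fisher's exact test.

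With a mean under 5%, WT had 4334 UMRs and 351 canyons, and *Dnmt3a* KO ESCs had 9987 UMRs in the shared part and 15166 over chromosomes 1–19, X and Y. With sliding windows in place of the hidden Markov model, WT had 4502 UMRs and 66 canyons. Canyons then numbered 732 in *Dnmt3a* KO and 162 in *Dnmt3b* KO ESCs in the shared part, and 1065 and 249 over chromosomes 1–19, X and Y. With the states fitted to WT, *Dnmt3a* KO ESCs had 980 UMRs in the shared part and 1467 over chromosomes 1–19, X and Y. The ratio of *Dnmt3a* KO to WT was then 0.143 and so reversed, as *Dnmt3a* KO ESCs had fewer UMRs than WT. Sliding windows, which use no fitted states, gave 11056 UMRs in *Dnmt3a* KO ESCs and a ratio to WT of 2.46, and over the other 5 alternatives the ratio lay between 2.13 and 2.30.

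The distal promoter difference in *Dnmt3a* KO and *Dnmt3b* KO ESCs was -42.4 and -9.97 percentage points with at least 5 reads, -43.0 and -10.3 with at least 10 and -32.6 and -9.04 weighted by reads. Thinned reads gave -10.05 in *Dnmt3b* KO ESCs. The canyon edge difference was -51.7 and -16.2 with at least 10 reads, -35.0 and -16.9 with sliding-window canyons, -55.1 and -18.4 with edges of 1 kb, and -46.4 and -15.4 weighted by reads. It was -52.0 in *Dnmt3a* KO ESCs with thinned reads and -16.21 in *Dnmt3b* KO ESCs with at least 5 reads. Around canyons called in *Dnmt3b* KO ESCs, chosen after seeing the data, it was -50.5 and -12.5.

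Runs of CpGs without reads numbered 3 in WT, 8 in *Dnmt3a* KO and 2 in *Dnmt3b* KO ESCs when the median depth was used, and 2 in WT and 2 in *Dnmt3a* KO ESCs with up to 1 read per CpG. Depth limits single CpGs more than means, since the median was 20 to 22 reads per covered CpG.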

Differences from the paper's values

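The paper's counts cover the whole genome. The counts of DMRs here cover the part shared with WT, 66.7% of the reference CpGs, and the paper's counts of UMRs and canyons in WT were not compared for this reason. Of 32 values compared, 24 were within 1.5 times of the paper's, and 8 were not or, for correlations, differed by more than rounding. This limit is wide for high percentages and can hide gaps of several percentage points. Median distal promoter methylation counted as within it, at 84.2% in WT, 42.0% in *Dnmt3a* KO and 74.1% in *Dnmt3b* KO ESCs here. The paper's values are about 72%, 34% and 61% in Fig. 1b, read by eye.

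The correlation of WT with *Dnmt3a* KO ESCs was 0.595 here, and the paper's is about 0.81 in Figure S1a, read by eye. That of WT with *Dnmt3b* KO ESCs was 0.801 here and is about 0.94 in Figure S1a, read by eye, as the paper's value. That of the KOs with each other was 0.647 here, and the paper's is about 0.85 in Figure S1a, read by eye. None of the 5 alternatives set before the data were examined came to the paper's values, which were at least 5 reads, at least 10 reads, at least 5 CpGs per window, Spearman correlation and thinned reads. Windows with at least 10 CpGs, chosen after seeing the values, came closest, with 0.7505, 0.9478 and 0.8159.

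Hypomethylated DMRs in *Dnmt3a* KO ESCs numbered 141970 here, and the paper's number is about 75000 in Figure S1c, read by eye, where 1 printed number is hard to read. Which alternatives come within 1.5 times of the paper's number depends on this reading. Of the alternatives set before the data were examined, a credible difference of 0.3 gave 60585, within 1.5 times of the paper's number. The minimum of 5 or 10 reads, at least 3 consecutive DMCs, other covered CpGs between DMCs, Fisher's exact test and thinned reads did not. In *Dnmt3b* KO ESCs there were 1246 here, and the paper's number is about 18000 in Figure S1c, read by eye. None of the 7 alternatives set before the data were examined came within 1.5 times of it, and the nearest was 6649, with other covered CpGs allowed between DMCs.

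Hypermethylated DMRs numbered 0 in *Dnmt3a* KO ESCs here, and the paper's number is about 10 in Figure S1d, read by eye. In *Dnmt3b* KO ESCs there were 3 here, and the paper's number is about 55 in Figure S1d, read by eye. None of the 7 alternatives set before the data were examined came within 1.5 times of either number, and the nearest were 4 with Fisher's exact test in *Dnmt3a* KO ESCs and 10 with at least 3 consecutive DMCs in *Dnmt3b* KO ESCs.

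Median methylation inside the WT canyons was 0.892% in *Dnmt3a* KO ESCs here, and the paper's value is about 1.5% in Fig. 1b, read by eye. This reading was made before the value here was computed. A second look, made afterwards, placed it nearer to about 1% in Fig. 1b, read by eye, which would be within 1.5 times, and the axis is too coarse to tell these readings apart. Of the alternatives set before the data were examined, at least 10 reads (1.07%) and weighting by reads (1.10%) were within 1.5 times of the first reading, and at least 5 reads, thinned reads and sliding-window canyons were not.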

Other observations

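One test in this part, the contrast by base within classes of CpG density, was chosen after the result was seen.

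The difference in mean methylation between WT and *Dnmt3a* KO ESCs was tested for 2 technical explanations. Less complete bisulfite conversion in WT would raise CpG islands by about as much as the genome, but in 5914 islands under 2% in *Dnmt3a* KO ESCs the mean in WT was 1.48%. A difference in sequencing depth would shrink the difference at CpGs of like depth in both genotypes, but the smallest difference among 4 classes of depth was -25.1 percentage points, at 3 to 9 reads. Less complete conversion in WT and depth therefore do not account for the difference. Conversion of methylated cytosines in the *Dnmt3a* KO libraries was not tested, since these islands hold too little methylation to show it.

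It was tested whether *Dnmt3b* KO ESCs lose relatively more methylation inside protein-coding genes than *Dnmt3a* KO ESCs do, in windows of 1 kb methylated at over 80% in WT and matched on CpG density. The loss inside minus outside, as a percent of the mean loss, was 3.63% in *Dnmt3a* KO (95% bootstrap interval 3.12 to 4.12) and -6.79% in *Dnmt3b* KO ESCs (-7.97 to -5.65). The difference was -10.4 percentage points (-11.5 to -9.39), opposite to the hypothesis.

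It was also tested whether windows of higher CpG density lose more in *Dnmt3a* KO ESCs at a like level in WT. The loss was 36.7 percentage points in windows of 3 CpGs per kb and 29.8 percentage points in windows of over 25, against the hypothesis. In between it went from 33.9 percentage points at 8 to 10 CpGs to 34.8 at 16 to 25, so that it did not change in 1 direction throughout.

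Among CpGs methylated at over 80% in WT, the share of the WT level kept in *Dnmt3a* KO ESCs was 63.3% where the base after the CpG was A, 65.3% for G, 60.0% for C and 58.98% for T. In *Dnmt3b* KO ESCs it was 88.6% for A, 91.4% for G, 94.1% for C and 91.2% for T. In mean methylation ratio, rather than in share kept, G or A minus C or T was 4.58 percentage points in *Dnmt3a* KO ESCs and -2.53 in *Dnmt3b* KO ESCs. It was -0.0398 in WT, where these CpGs were chosen for their high level, which limits the contrast there. Reading errors that depend on the next base do not account for the whole of this contrast, as the log-odds contrast in *Dnmt3b* KO ESCs was -0.219, opposite to 0.189 in *Dnmt3a* KO ESCs. The opposite sign comes from A and C, as G was not below T in mean ratio in either KO. By share of methylated reads G was below T, at 65.5% against 66.3% in *Dnmt3a* KO and 87.4% against 88.4% in *Dnmt3b* KO ESCs. A against C kept opposite signs by reads, at 71.5% against 59.9% and 87.6% against 89.6%. For G against T a part of reading errors was not excluded. CpG density does not account for the contrast of G or A against C or T. Its lowest value over 7 classes of density was 3.41 percentage points in *Dnmt3a* KO ESCs. A preference of the remaining enzymes for the next base and differences between loci other than density cannot be told apart. Between the strands of the same CpG, the strand followed by G or A was higher by 1.40 percentage points in *Dnmt3a* KO ESCs (1.36 to 1.44) and by 0.445 in WT. In *Dnmt3b* KO ESCs it was higher by 0.497 percentage points (0.472 to 0.521), opposite in sign to the contrast across CpGs in the same cells. On the log-odds scale the difference between strands was 0.0574 in *Dnmt3a* KO ESCs, 0.0431 in *Dnmt3b* KO ESCs and 0.0858 in WT. A difference of this size in WT keeps both explanations open, and reading errors were not excluded for the difference between strands.

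In *Dnmt3a* KO ESCs, 944 CpGs were called hypermethylated, fewer than the 1237 in simulated groups without change. The simulated groups lack the loss of methylation in *Dnmt3a* KO ESCs, and their draws gave 5662 hypomethylated against 1237 hypermethylated calls. The comparison therefore cannot tell whether 944 lies below what counting error alone gives. In *Dnmt3b* KO ESCs, 9290 were called against 1236 in simulated groups.

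At 3254 CpGs with more than 500 reads in every genotype, mean methylation was 62.8% in WT, 43.4% in *Dnmt3a* KO and 57.0% in *Dnmt3b* KO ESCs. On chromosome X, mean methylation was 50.6% in *Dnmt3a* KO and 76.7% in *Dnmt3b* KO ESCs. On chromosome Y it was 61.7% and 72.4%, and on the mitochondrial chromosome 0.277% and 0.329%.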
